# Overexpression of the Selective Autophagy Cargo Receptor NBR1 Modifies Plant Response to Sulfur Deficit

**DOI:** 10.3390/cells9030669

**Published:** 2020-03-10

**Authors:** Leszek Tarnowski, Milagros Collados Rodriguez, Jerzy Brzywczy, Dominik Cysewski, Anna Wawrzynska, Agnieszka Sirko

**Keywords:** autophagy, protein-protein interaction, sulfur deficit, transcriptome, *Arabidopsis thaliana*

## Abstract

Plants exposed to sulfur deficit elevate the transcription of *NBR1* what might reflect an increased demand for NBR1 in such conditions. Therefore, we investigated the role of this selective autophagy cargo receptor in plant response to sulfur deficit (-S). Transcriptome analysis of the wild type and NBR1 overexpressing plants pointed out differences in gene expression in response to -S. Our attention focused particularly on the genes upregulated by -S in roots of both lines because of significant overrepresentation of cytoplasmic ribosomal gene family. Moreover, we noticed overrepresentation of the same family in the set of proteins co-purifying with NBR1 in -S. One of these ribosomal proteins, RPS6 was chosen for verification of its direct interaction with NBR1 and proven to bind outside the NBR1 ubiquitin binding domains. The biological significance of this novel interaction and the postulated role of NBR1 in ribosomes remodeling in response to starvation remain to be further investigated. Interestingly, NBR1 overexpressing seedlings have significantly shorter roots than wild type when grown in nutrient deficient conditions in the presence of TOR kinase inhibitors. This phenotype probably results from excessive autophagy induction by the additive effect of NBR1 overexpression, starvation, and TOR inhibition.

## 1. Introduction

Autophagy is important for plant development, but also plays a role in the response to various environmental stresses. The autophagy process is tightly controlled by the cellular regulatory factors that respond to environmental stimuli (reviewed by [1]). One of the best characterized regulators of autophagy is the evolutionary conserved Target of Rapamycin (TOR) kinase that is on one hand activated by glucose and involved in the reciprocal regulation with plant hormones, and on the other hand, it stimulates such processes as translation, ribosome biogenesis, and cell proliferation (reviewed by [2,3]). In agreement with its overall growth promoting role, TOR kinase negatively regulates autophagy [4].

It is now widely accepted that autophagy is a highly selective process targeting specific cargo (proteins, organelles) that must be removed at the particular growth condition or life stage. The selectivity of autophagy is ensured by the involvement of the selective autophagy cargo receptors recognizing and targeting the load (the cargo tagged for degradation) to a double membrane vesicle called autophagosome. The subsequent fusion of the outer membrane of autophagosome with the tonoplast leads to cargo release into the vacuole and its degradation [5]. The best characterized cargo receptors in plants, NBR1, are evolutionary conserved. While animals have typically two members of the family, NBR1 and p62/SQSTM1, in plants there is a single member that is a structural hybrid of their two animal counterparts [6,7]. The plant NBR1 has several characteristic protein domains, PB1 involved in multimerization, ZF-ZZ-2, NBR1/FW (both of unknown function) and UBA domain involved in ubiquitin binding. The *C*-terminal UBA domain is doubled and it is unclear if this feature is critical for the function of NBR1. The protein has also the short amino acid motifs (LIR) that are responsible for binding to ATG8, which is necessary to dock the NBR1 to autophagosomes. Recent works with the plant NBR1-like proteins focused on their role in plant immunity and their interaction with plant pathogens [8,9,10]; however, their role in other aspects of plant growth and physiology had been neglected.

During the last decades many research groups have been studying various aspects of plant response to sulfur deficit, and several reports on metabolome and transcriptome changes in plants starved for sulfur are available [11,12]. These experiments led not only to a demonstration of the linkage between the S, P and N nutrition, but they were also sufficient to identify the regulatory circuits involved in plant response to S nutrition status. However, many elements of these circuits are unclear and not all factors involved in plants’ response to sulfur deficit have been identified, yet. Recently, it was discovered that sulfur starvation blocked the activity of TOR kinase in *Arabidopsis thaliana* via a not well-characterized downregulation of glucose metabolism [13]. The reduced TOR activity caused downregulated translation, lowered meristematic activity, and elevated autophagy. Furthermore, research from the same group pointed out the links between sulfate and cysteine availability and the abscisic acid (ABA) transduction pathway, especially in stomata closure. It was concluded that the positive effect of sulfate or cysteine on stomatal closure was mediated by ABA because of the sulfur requirement for ABA synthesis [14,15,16]. Previously, we reported that expression of the gene encoding the selective autophagy cargo receptor Joka2 (NtNBR1) in tobacco was induced in plants exposed to sulfur deficit [7]. The links between plant NBR1 and sulfur availability were additionally suggested by the fact that Joka2 was identified as a partner of the UP9C protein encoded by a gene strongly induced by sulfur starvation [17,18]. The UP9C protein is a member of the plant-specific family of LSU (Response to Low SUlfur) –like proteins, identified as important stress hubs involved in multiple protein-protein interactions [19,20].

Experimental data for the existence of links between plant NBR1 and nutrient deficiency and particularly its role in sulfur deficient conditions are rather scarce. Therefore, we decided to investigate the consequences of constitutive ectopic overexpression of NBR1 in Arabidopsis in sulfur deficient conditions and to identify the proteins co-purifying in complexes with NBR1 in the shoots and roots of plants grown in sulfur sufficient and sulfur deficient conditions.

## 2. Materials and Methods

### 2.1. Plant Material

Columbia (Col-0) *Arabidopsis thaliana* was used as the parental line for the NBR1 overexpressing lines (NBR1-OX) and *nbr1* deletion lines (*nbr1*-KO). Expression cassettes for OX7.5 and OX2.3.5 lines containing the entire open reading frame of *NBR1* and for M6.2 line containing residues 1-614 (C-terminally truncated NBR1 lacking the UBA domains) fused to TAP tag at *C*-terminus were generated using the binary vector pC-TAPa (pYL436) [21]. The TAP line, used as a control in TAP-MS experiment, was generated using the empty pN-TAPa vector [21]. Expression cassette for NBR1-YFP line construction was generated using the binary vector pH7YWG2 [22]. In the above lines, the transgenic *NBR1* is under the control of the constitutive promoter (35S from CaMV). Deletions in *NBR1* gene were generated using the CRISPR/Cas9 method [23]. The genomic regions covering the deletions were amplified and sequenced, and the *nbr1*-KO lines will be described in a separate paper. Briefly, several independent deletions (e.g., KO1, KO3) starting about 140–170 nt upstream translation initiation codon and covering the region of the first 171–205 residues (depending on the line) were obtained (Tarnowski et al. submitted [24]). The *Nicotiana tabacum* J4-1 and J5-3 transgenic lines constitutively overexpressing Joka2 (NtNBR1) in the LABarley 21 background were described previously [7].

### 2.2. Plant Growth Conditions

The media composition is provided in Table S1. Plants were usually grown in hydroponic conditions in the controlled conditions of a plant growth chamber (22 °C 8h day/18 °C 16h night). Seedlings grown hydroponically (in 0.5× Hoagland-based media) were gently agitated (22 °C 12 h day/12 h night) in 24-Well Suspension Culture Plates Cellstar^®^ (Greiner Bio-One, Frickenhausen, Germany). To compare the roots growth, the media were supplemented with 15 μM glucose; when indicated, they also contained TOR inhibitors: rapamycin (10 μM), Torin1 (1 μM) or AZD8055 (1 µM). The dose of inhibitors was adapted from different literature data and preliminary verified. For instance, from three tested concentrations of AZD8055 (0.5 µM, 1 µM and 1.5 µM) the difference in growth between the lines was observed only in 1 µM. The lower concentration did not have effect on root length, while the highest inhibited the root length of all lines. The plants for microarray and TAP-MS experiments were grown in Araponic boxes in 0.5 AB-based media for four weeks (with weekly changes of the nutrient sufficient medium [nS]) before transferring to the [nS] and [–S] for either 4 or 10 additional days.

### 2.3. Transcriptome Analysis

RNA preparation (separately from shoots and roots of plants grown in –S for four days or in sufficient S), cDNA synthesis, microarray experiment, and data analysis were performed as described previously [24]. Three independent biological replicates of shoots and roots were analyzed using the Arabidopsis Gene 1.1 ST Array Strips (Affymetrix, Santa Clara, CA, USA) at the Laboratory of Microarray Analysis, the Institute of Biochemistry and Biophysics Polish Academy of Sciences. Lists of differentially expressed genes (DEGs) between biological variants, with fold changes of at least ± 1.5, and *p*-values < 0.05, were created after applying a 3-way ANOVA to the data. The data discussed in this publication are accessible through GEO Series accession number GSE122705.

### 2.4. Reverse Transcription-Real Time Quantitative Polymerase Chain Reaction (RT-qPCR)

qPCR was performed using cDNA isolated from the material used for transcriptomic analysis and the following pair of oligonucleotides (5′-TCAGGTGTACTCGCCCTAAA-3′) and (5′- GCGAACCACTGTTCCTCATT-3′) as the forward and reverse primers, respectively, in a PikoRealTM Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA) with Luminaris Color HiGreen qPCR Master Mix (Thermo Fisher Scientific). The primers are complementary to the coding region of *NBR1*. *Actin 2* (At3g18780) was selected as a constitutively expressed gene to normalize the quantity of total RNA present in each sample. Relative gene expression levels were calculated using the delta-delta Ct method [25]. The qPCR was carried in 3 biological replicates (each in 3 technical replicates to assess operator variance).

### 2.5. Western Blot Analysis

Plant material was homogenized in 100 μL of the extraction buffer (1M Tris-HCl, pH 8.0) with 1 μL of Protein Inhibitor Cocktail (Merck) and centrifuged (13 krpm, 4 °C, 10 min). Proteins from the supernatant were separated on 8% SDS-PAGE gels, transferred to the nitrocellulose membrane (BioRad, Hercules, CA, USA), and visualized by staining with Ponceau S (loading control). Membranes were blocked with 5% non-fat dry milk and then probed with rabbit anti-AtNBR1 polyclonal IgG, custom generated against the 165-aa *N*-terminal fragment of NBR1 (GenScript, Carlsbad, CA, USA). Goat anti-rabbit IgG (Sigma-Aldirch, St. Louis, MI, USA) coupled to the alkaline phosphatase were used as secondary antibody. Protein bands were visualized by adding 5 mL BCIP/NBT Solution (Bioshop, Burlington, Ontario, Canada) at room temperature.

### 2.6. Confocal Microscopy

A Nikon Eclipse TE2000-E inverted confocal microscope was used for all observations. Acidic speckles (such as autophagosomes) were stained for 15 min with 1 μg/mL acridine orange (Invitrogen, Carlsbad, CA, USA) and observed using a 543 nm laser (helium-neon laser; Melles Griot, Cardiff, United Kingdom) and a 605/75 filter. Stomata were observed in visual light. Fluorescence from NBR1-YFP was observed in fresh leaves using a 488 nm laser (Coherent sapphire 488-20 CDRH) and 515/30 filter. Bimolecular fluorescence complementation (BiFC), used to test protein-protein interactions in planta, was monitored 2 days after agroinfiltration of Nicotiana benthamiana leaves with Agrobacterium tumefaciens cells (strain GV3101) transformed with the tested combination of plasmids. The plasmids encoded the *N*-terminal (pSITENYFPC1) or *C*-terminal (pSITECYFPC1) part of YFP [25] linked to the proteins or protein fragments being investigated, and 35S::H2B-RFP to stain the nuclei, if indicated. Bacteria were grown for 24 h at 28 °C in YEB medium supplemented with 10 μg/mL rifampicin and 50 μg/mL spectinomycin prior to agroinfiltration. Interactions were tested using a 488 nm laser (Coherent sapphire 488-20 CDRH) and a 515/30 filter. For red fluorescent protein (RFP) a 543 nm laser (helium-neon laser; Melles Griot) and a 605/75 filter were used. The image data were analyzed with an EZ-C1 3.90 FreeViewer (Nikon Corporation, Tokyo, Japan) and ImageJ (version 1.41, National Institutes of Health, Bethesda, MA, USA). Plasmids used in the experiments are listed in Table S2.

### 2.7. Yeast-Two-Hybrid (Y2H) Analysis

Y2H analysis was performed as previously described [17]. Plasmids used in the experiments were based on pDEST22 and pDEST32 (Thermo Fisher Scientific) and are listed in Table S2.

### 2.8. TAP-MS Experiment

Sample preparation for MS: The NBR1-TAP (line for NBR1 complexes isolation) and TAP (control line) were grown in -S for either four days (4d-S) or for 10 days (10d-S) or in sufficient S (nS). Each portion of plant material was prepared in biological duplicates and analyzed in duplicates. Total protein was isolated separately from shoots and roots of two-four plants each and purified according to the procedure described earlier [21]. Samples were precipitated with −20 °C cold acetone.

LC MS/MS analysis: Precipitated proteins were dissolved in 50 μL of 100 mM ammonium bicarbonate buffer, reduced with 0.5 M (5 mM final concentration) tris(2-carboxyethyl)phosphine for 1h at RT, blocked with 200 mM S-Methyl methanethiosulfonate (10 mM final concentration) for 10 min at RT, and digested overnight with 10 ng/mL trypsin (CAT NO V5280, Promega) at 37 °C. Finally, to stop digestion, trifluoroacetic acid was added at a final concentration of 0.1%. The mixture was centrifuged at 4 °C, 14,000*g* for 30 min, to remove the remaining solid. MS analysis was performed by LC-MS in the Laboratory of Mass Spectrometry (IBB PAS, Warsaw, Poland) using a nanoAcquity UPLC system (Waters, Milford, MA, USA) coupled to an Orbitrap Velos LTQ mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). The mass spectrometer was operated in the data-dependent MS2 mode, and data were acquired in the m/z range of 300–2000. Peptides were separated by a 180 min linear gradient of a 95% solution A (0.1% formic acid in water) to a 35% solution B (acetonitrile and 0.1% formic acid). The measurement of each sample was preceded by three washing runs to avoid cross-contamination. The final MS washing run was searched for the presence of cross-contamination between samples. Data were searched with the Max-Quant (Version 1.5.7.4, Max-Planck-Institute for Biochemistry, Martinsried, Germany) platform search parameters: match between runs (match time window 0.7 min, alignment time 20 min), enzyme: trypsin/p; specific; max missed 2, minimal peptide length 7-aa, variable modification: methionine oxidation, N-term acetylation, fixed: cysteine alkylation, main search peptide tolerance 4.5 ppm, protein FDR 0.01. The reference *Arabidopsis thaliana* proteome database from TAIR was used (downloaded on 2017.03.17, 35 386 entries). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium and are available via ProteomeXchange with identifier PXD016026. Semiquantitative analysis of TAP results used protein intensity comparison [26]. Protein abundance was defined as the mean signal intensity calculated by MaxQuant software for a protein (mean value from two or one replicates) divided by its molecular weight. Specificity was defined as the ratio of protein signal intensity measured in the bait purification to the background level (which is the protein signal intensity in the negative control purification; the background level was arbitrarily set to 1 for proteins not detected in the negative control).

### 2.9. Bioinformatic Tools and Statistical Analysis

Venn diagrams were drawn using the online web tool (http://bioinformatics.psb.ugent.be/webtools/Venn/). GO Term enrichments were calculated on the agriGO v2.0 server (China Agricultural University, Beijing, China) [27]. Gene annotations were downloaded from The Arabidopsis Information Resource (TAIR) and Frequencies of Functional Categorization were calculated using TAIR’s web tool (https://www.arabidopsis.org/tools/bulk/go/index.jsp). Interaction networks were analyzed with the Cytoscape software (version 3.7.1, Institute for Systems Biology, Seattle, WA, USA) [28] using the BioGRID database version 149 or newer [29]. The statistical significance of the RT-qPCR results and quantification of AO-stained red spots were tested by one-way ANOVA and Fisher’s LSD post-hoc test using Statistica 12 software ((StatSoft Polska, Krakow, Poland). Sets of genes and proteins were analyzed online with VirtualPlant 1.3 software platform (http://virtualplant.bio.nyu.edu) [30].

## 3. Results

### 3.1. Sulfur Deficit Increases the Amount of NBR1 mRNA

We have previously reported that sulfur deficit increased the amount of *Joka2* (*NtNBR1*) transcript encoding selective autophagy cargo receptor NBR1 in tobacco [7]. A similar increase of *NBR1* transcript during sulfur deficit was observed in shoots and roots of *Arabidopsis thaliana* plants grown in the conditions of our experiment (Figure 1). The amount of the *NBR1* transcripts (corresponding to both, the intrinsic and ectopically expressed gene under constitutive promoter) was also increased by -S in the lines overexpressing *NBR1.* We have detected NBR1 proteins (intrinsic and ectopically expressed) in shoots and roots of plants from both growth conditions, (Figure S1).

### 3.2. Seedlings From –S Have More Acridine Orange-Stained Red Spots

Acridine Orange (AO) is a membrane-penetrable fluorescent dye useful for visualization of acidic compartments [7]. In the AO stained cells, the cytoplasm and nucleus emit green fluorescence, while the acidic compartments fluoresce in red. AO is not an ideal marker for autophagy but it has already been used for such purposes, especially after the comparison of the ratio of red/green fluorescence [31,32]. In this study, AO has been used to visualize acidic spots in the seedlings of several Arabidopsis lines grown in nS and -S conditions. The seven-day-old seedlings grown in -S had an increased amount of red staining in comparison to the seven-day-old seedlings from the same line grown in nS (Figure 2A). In both conditions, the NBR1-overexpressing seedlings had more AO-stained red spots than the WT seedlings grown in the corresponding conditions. Moreover, the AO staining of NBR1-YFP seedlings, producing the NBR1-YFP fusion protein, indicated that about 30% of the green spots overlapped with the red speckles (Figure 2B). This suggests that a significant portion of the NBR1-YFP did indeed co-localize with the acidic compartments, presumably autophagosomes.

### 3.3. Response to –S in WT and OX7.5 at the Level of Transcription

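RNA from shoots and roots of WT (Col-0) plants and of the line OX7.5, which overexpresses the autophagy cargo receptor NBR1, was hybridized to Affymetrix Arabidopsis Gene 1.1 ST arrays. Plants came from sufficient sulfur (nS) or from 4 days of sulfur deficit (-S), and each of the 8 groups of line, tissue and sulfur supply had 3 biological replicates, 24 arrays in all. Samples whose labels do not mention low sulphate were read as nS. The nS and the -S arrays carry separate runs of sample numbers, and the labels name no batch. A difference in processing between the runs, if there was any, cannot be told apart from the response to -S. The methods describe hydroponic culture in Araponic boxes, whereas the sample descriptions mention pots of soil, and this difference is left open here. The deposited values are log2 probe-set signals made with RMA (background correction, quantile normalization and summarization) in Partek, with versions not given. Array medians lay between 3.92 and 3.97 in shoots and between 2.58 and 2.63 in roots, so levels were compared only within a tissue, and the correlation between replicate arrays of a group was 0.973 at the lowest and 0.991 at the highest. The table holds 28583 probe sets, of which 16746 carried exactly 1 gene in the array annotation, and 16554 genes were tested after the brightest probe set of each gene was taken. Another 758 probe sets with several genes and 11079 with no gene in the annotation entered only the counts over every probe set. NBR1 itself was among the genes with no probe set of its own in this annotation. The log2 values were fitted with limma, with one mean for each of the 8 groups. A gene was counted as a DEG with a fold change of at least 1.5 and an unadjusted p under 0.05, the thresholds of the methods, which name no adjustment of p. Counts with a Benjamini-Hochberg adjusted p under 0.05 are given beside them. The arrays carry no depth of sequencing, so their number limits the precision.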

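GSTU25, a glutathione S-transferase gene on chromosome 1 (TAIR10.1, 5872024 to 5873124), rose in roots from a log2 signal of 1.51 ± 0.50 (SD, n = 3) to 7.75 ± 0.34 (SD, n = 3) in WT, a log2 fold change of 6.24 (standard error 0.24, adjusted p = 5.6e-16 from limma). The lower signal is under the median of the root arrays and no detection calls are used here, so the size of this fold change is uncertain. The same holds, in all passages, for each change between groups of which one lies under the median of its arrays, although that median is not a detection limit. Among the genes that follow this holds for BGLU28, AT2G41730 and GLR2.3 in roots, and for AT2G41730 and ARR15 in shoots of both lines. In OX7.5 roots GSTU25 rose by 6.27 (standard error 0.24, adjusted p = 4.5e-16). BGLU28, a beta-glucosidase gene used as a marker of sulfur deficit (chromosome 2, 18346306 to 18350026), rose in roots by 4.09 in WT and 3.86 in OX7.5 (standard error 0.34 in each), while in shoots its log2 changes were 0.15 and -0.01 and did not pass the test. AT2G41730, a gene without a name in the annotation, rose in all 4 comparisons, by 7.24 and 7.74 in WT and OX7.5 roots and by 4.81 and 5.02 in WT and OX7.5 shoots. GLR2.3, a glutamate receptor-like gene, fell by 4.24 in WT roots and by 4.16 in OX7.5 roots. In shoots, the thionin gene THI2.2 fell by 2.59 in WT, and its mean log2 signal also fell in OX7.5, from 5.83 to 4.33. The cytokinin response regulator gene ARR15 fell by 2.87 in OX7.5 shoots, and its mean log2 signal also fell in WT shoots, from 5.43 to 3.31. Of the sulfate assimilation genes only 3 of 18 listed were measured. In shoots, the ATP sulfurylase gene APS4 rose by 0.91 in WT and 0.71 in OX7.5 and the sulfite reductase gene SIR fell by 0.62 and 0.82, while APS3, another ATP sulfurylase gene, had changes of -0.55 and -0.48 that did not pass the test. In roots APS4 fell by 0.81 and 1.33, APS3 rose by 1.03 and 0.79, and SIR had changes of -0.30 and -0.18 that did not pass. Of 16554 genes, 3096 were -S DEGs in WT shoots (1475 up, 1621 down) and 2026 in OX7.5 shoots (1016 up, 1010 down). In roots there were 2854 in WT (1584 up, 1270 down) and 2581 in OX7.5 (1349 up, 1232 down). With an adjusted p under 0.05 and the same fold threshold, the 4 counts were 2987, 1868, 2716 and 2465. Over every probe set of the array, whether or not it had a gene, they were 5983, 4024, 5403 and 4712. With a fold threshold of 2 they fell to 1175, 606, 1032 and 946.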

We have identified 4318 and 2794 differentially expressed genes due to –S conditions (-S DEGs) in shoots of WT and OX7.5, respectively, and of 4669 and 4602 –S DEGs in roots of WT and OX7.5, respectively (Table S3). For each part of plants, we obtained the following sets of –S DEGs: upregulated in both lines, upregulated only in WT, upregulated only in OX7.5, downregulated in both lines, downregulated only in WT and downregulated only in OX7.5 (Table S4). 

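Autophagy genes show how a group spreads over these sets. Of 41 autophagy genes listed before the data were examined, 18 were measured, and in shoots 6 of them were upregulated in both lines, all 6 encoding the autophagosome protein ATG8 (APG8A, ATG8B, ATG8D, ATG8E, ATG8G and ATG8H; Fisher's exact test, one-sided, p = 0.00016, adjusted p = 0.0058 over 72 list and set pairs). Another 3 of the 18, AT3G53930, AT3G61960 and AT5G66930, were upregulated in OX7.5 shoots alone (p = 0.0012 from the same exact test, adjusted p = 0.021), with log2 fold changes of 0.35, 0.51 and 0.57 in WT and 0.63, 0.61 and 0.63 in OX7.5 (standard errors 0.20, 0.13 and 0.14), and none of these 3 passed the interaction. The log2 fold change of ATG8H was 1.94 in WT and 1.55 in OX7.5 (standard error 0.25 in each), and that of ATG8B was 1.40 and 1.22 (standard error 0.22). In each line 8 of the 18 rose and none fell in shoots at an adjusted p under 0.05 from limma, and 8 in WT and 9 in OX7.5 rose when adjusted over the list alone. The autophagy list was higher in shoots than other genes with the preset correlation of camera (adjusted p = 0.00035 in WT and 8.0e-05 in OX7.5), and this call was lost at adjusted p = 0.062 in WT and adjusted p = 0.051 in OX7.5 with an estimated correlation. In shoots the sets held 820 genes upregulated in both lines, 655 in WT alone and 196 in OX7.5 alone, and 763, 858 and 247 downregulated genes in the same order. In roots they held 1001, 583 and 348 upregulated genes and 731, 539 and 501 downregulated genes.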

In shoots, the common –S DEGs represent 42% and 34% of all genes up- or down-regulated, respectively, while in roots they represent 50% and 41% of all genes up- or down-regulated, respectively. 

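The genes upregulated in both lines included the transcription factor genes WRKY6 and WRKY41 in shoots, with log2 fold changes of 1.94 and 2.17 in WT and of 1.99 and 2.36 in OX7.5 (standard errors 0.20 and 0.30). They also included AT4G12735, which rose by 6.82 in WT roots and by 6.81 in OX7.5 roots (standard error 0.29 in each). These 2 sizes are uncertain, since the nS signal of AT4G12735 is under the median of the root arrays. SWEET16 and SWEET17, which encode vacuolar sugar transporters, were downregulated in both lines and both tissues, with SWEET16 at -1.95 in WT roots and -1.43 in OX7.5 roots (standard error 0.18 in each). Genes called in both lines made up 49.1% of the upregulated and 40.8% of the downregulated genes in shoots, and 51.8% and 41.3% in roots. If the calls of the lines were independent, 90.5 and 98.9 genes would be shared in shoots and 129.1 and 94.5 in roots. Across all 16554 genes, the -S response of OX7.5 correlated with that of WT with Pearson's r of 0.80 in shoots and 0.84 in roots (Spearman's rho 0.66 and 0.62). These are correlations across genes, which are not independent replicates. The SD of the log2 fold changes in OX7.5 was 0.78 times that of WT in shoots and 0.95 times in roots.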

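COR27, a gene regulated by cold and the circadian clock (AT5G42900, chromosome 5, 17197641 to 17199910), rose in WT shoots from a log2 signal of 4.64 ± 0.70 (SD, n = 3) in nS to 9.18 ± 0.11 (SD, n = 3) in -S, and in OX7.5 shoots from 7.93 ± 0.22 (SD, n = 3) to 9.08 ± 0.31 (SD, n = 3). Its -S response was lower in OX7.5 by 3.38 on the log2 scale (standard error 0.32, adjusted p = 3.2e-06 from limma for the line by sulfur interaction). AT1G68500, AT1G10585 and AT1G70640 differed the same way, with interaction values of -3.59, -2.49 and -2.45 (standard errors 0.55, 0.27 and 0.31; the WT nS signals of AT1G68500 and AT1G10585 are under the array median, so their values are not exact), and AT1G19210 differed the other way, with 2.45 (standard error 0.34). In roots, rbcL, the plastid gene of the large subunit of Rubisco, had an interaction value of -1.0045 (standard error 0.17, adjusted p = 0.023), and AT3G14340 one of 1.67 (standard error 0.31, adjusted p = 0.042).
By the thresholds of the methods, 1944 genes in shoots were called in one line alone, 1507 of them in WT and 437 in OX7.5, and 1969 in roots, 1121 in WT and 848 in OX7.5. In shoots 90.6% of those called in WT alone and 89.5% of those called in OX7.5 alone changed with the same sign in the other line, and in roots 88.7% and 90.9%. The difference between lines was itself past an adjusted p under 0.05 for 55 of the 1944 genes in shoots and for 8 of the 1969 in roots. In data simulated for shoots this test recovered 4% of genes with a line difference of 1.5-fold, so differences of that size are mostly missed. Over all genes the interaction test called 89 genes in shoots, with a lower response value in OX7.5 for 57 and a higher one for 32, and 10 in roots, 4 lower and 6 higher.
Of the 89 genes in shoots, 83 differed more between the lines in nS than in -S, with a median absolute difference of 1.23 in nS and 0.25 in -S on the log2 scale. With the arrays of one tissue alone in the fit the counts were 11 in shoots and 0 in roots, where 1596 genes had an unadjusted p under 0.05 in the fit of all arrays. In shoots the count was 56, 215 and 43 without WT nS replicates 1, 2 and 3, 47 without OX7.5 nS replicate 2, 54 without WT -S replicate 2 and 141 without OX7.5 -S replicate 2, and in roots 11 of the 12 arrays moved it by over 1.5 times when left out, to between 0 and 85.

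**Figure D1:**
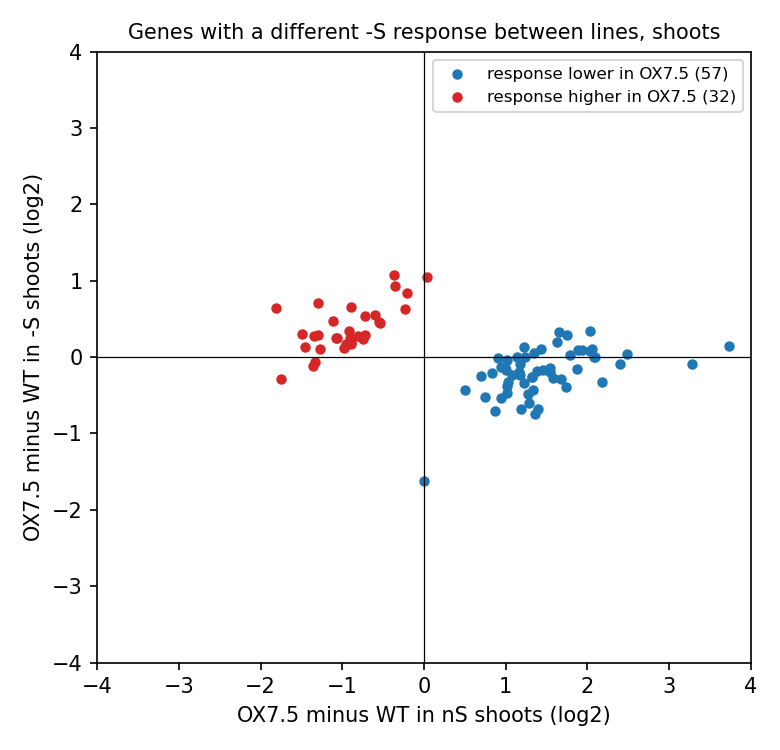
Difference between OX7.5 and WT (log2) in nS shoots on the horizontal axis and in -S shoots on the vertical axis for the 89 genes with a different -S response between lines, as differences of group means of 3 arrays. Most points lie far from 0 along the nS axis and near 0 along the -S axis, with medians of the absolute differences of 1.23 and 0.25.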

Numerous genes were differentially expressed in response to -S in only one of the two tested lines (Figure 3A). 

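Cytoplasmic ribosomal protein genes rose together in roots. Of 223 genes of this family, listed before the data were examined, 149 were measured, and 96 rose in WT roots and 105 in OX7.5 roots at an adjusted p under 0.05 from limma, while none fell (105 and 121 rose when adjusted over the list alone). The median log2 fold change of the family was 0.55 in WT and 0.58 in OX7.5, against -0.06 and -0.02 for all genes. Among genes upregulated in WT roots alone the family had 17 members, 11.4% of the family against 3.45% of other genes (Fisher's exact test, one-sided, p = 2.0e-05). Among genes upregulated in OX7.5 roots alone it had 21 members, 14.1% against 1.99% (p = 5.5e-12 from the same exact test), and among those upregulated in both lines 52 members, 34.9% against 5.78% (p = 2.1e-26 from the same exact test). The family's rise in roots also held in camera, at adjusted p = 0.026 in WT and adjusted p = 0.013 in OX7.5 with an estimated correlation. Other families of Table 1 could be read in part, only for members with a symbol and a probe set of their own in the annotation. The tests on them therefore cannot weigh the paper's result for whole families. In the set upregulated in both lines in shoots, 3 of 7 measured WRKY genes were found, WRKY6, WRKY41 and WRKY47 (Fisher's exact test, one-sided, p = 0.0036, adjusted p = 0.053). The same set in roots held 2 of the 7, WRKY6 and WRKY41 (p = 0.063 from the same exact test, adjusted p = 0.64). It also held 2 of 15 glutathione S-transferase genes, GSTU22 and GSTU25 (p = 0.23 from the same exact test). GSTU22 rose by 3.25 in WT roots and 2.81 in OX7.5 roots (standard error 0.19 in each, sizes uncertain with an nS signal under the array median), whereas GSTU26 fell by 2.05 and 1.91. Of the cytochrome P450 genes, 26 were measured, and CYP71B26 and CYP71B34 were downregulated in roots of both lines (p = 0.32 from the same exact test). Aquaporin, PP2C and ABC transporter genes had no measured member under the lists used here.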

Analysis of the overrepresented terms in 12 sets of –S DEGs indicated that cytoplasmic ribosome protein gene family is overrepresented in all sets of –S DEGs upregulated in roots (Table 1). Of 208 genes from the cytoplasmic ribosome protein gene family (number of genes according to [33]) there were 20, 43 genes upregulated in single lines (WT and OX7.5, respectively), while 71 genes were upregulated in both lines (Figure 3BC; Table S4). 

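The strongest rises in this family were shared by the lines. AT2G40010, which encodes a P0 protein of the 60S subunit (chromosome 2, 16708379 to 16710772), had a log2 fold change of 1.96 in WT roots and 1.47 in OX7.5 roots (standard error 0.17 in each, adjusted p = 3.2e-09 and 4.4e-07 from limma). AT3G09680, which encodes an S23 protein of the 40S subunit (chromosome 3, 2969045 to 2970371), rose by 1.72 in WT and 1.78 in OX7.5 (standard error 0.17 in each). AT2G32220, of the L27 family, rose by 1.82 and 1.94 (standard error 0.18 in each, sizes uncertain with an nS signal under the array median), and AT4G30800, of the S11 family, by 1.80 and 1.16 (standard error 0.17 in each).
Of the 149 measured genes, 90 were upregulated by the thresholds of the methods in at least one line and 59 in neither, and none was downregulated. Of the genes counted in WT alone, AT1G74060, of the L6 family, had the largest line difference, with 0.96 in WT and 0.35 in OX7.5 (standard error 0.13 in each, interaction adjusted p = 0.29). Of those counted in OX7.5 alone, AT5G60670, of the L12 family, had 0.14 in WT and 1.03 in OX7.5 (standard error 0.21 in each, interaction adjusted p = 0.32). The genes counted in WT alone had a median log2 fold change of 0.74 in WT and 0.44 in OX7.5, and those counted in OX7.5 alone 0.39 in WT and 0.66 in OX7.5. The paper reports that sulfur deficit changed the expression of ribosomal protein genes, and it states that NBR1 overexpression changed the pattern for many of them.
Without OX7.5 roots -S replicate 2, 9 genes were counted in OX7.5 alone, and 32 when probe sets shared by several genes of the family were added.

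**Figure D2:**
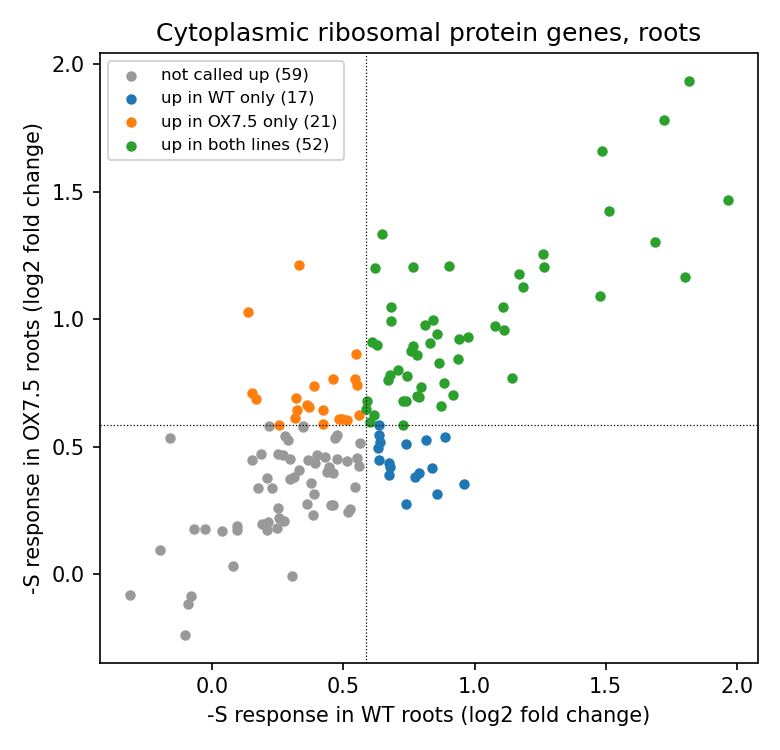
Response to -S of the 149 measured cytoplasmic ribosomal protein genes in WT roots (horizontal axis) and OX7.5 roots (vertical axis), as log2 fold changes from means of 3 arrays per group. Dotted lines mark the 1.5-fold threshold, and colours mark the 52 genes upregulated in both lines, the 17 in WT alone, the 21 in OX7.5 alone and the 59 in neither.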

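Both ribosomal subunits took part in the rise in roots. Of 60 measured genes for proteins of the 40S subunit, 34 were upregulated in at least one line, 23 of them in both, 4 in WT alone and 7 in OX7.5 alone. Of 89 measured genes of the 60S subunit, 56 were upregulated in at least one line, 29 in both, 13 in WT alone and 14 in OX7.5 alone. The shares of 56.7% and 62.9% did not differ past the threshold (Fisher's exact test, two-sided, p = 0.50). Ribosomal proteins of Arabidopsis are mostly encoded by several paralogs, and at least 1 upregulated paralog was found for 23 of 25 measured proteins of the 40S subunit and for 33 of 35 of the 60S subunit. Paralogs of one protein fell into different sets for 6 proteins of the 40S and 14 of the 60S subunit. Median log2 fold changes were 0.52 in WT and 0.58 in OX7.5 for the 40S genes and 0.56 and 0.58 for the 60S genes. These medians lie near the fold threshold (0.585 on the log2 scale), so small differences can place paralogs in different sets. None of the 149 genes passed the line by sulfur interaction in roots at an adjusted p under 0.05 from limma. The ribosomal protein S6 genes RPS6A and RPS6B had no probe set of their own in the annotation.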

The upregulated genes are scattered throughout both ribosomal subunits (Figure 3C).

In order to get insight into the possible mechanisms responsible for the transcriptional differences in response to –S between the WT and OX7.5 lines, we analyzed the interaction networks of –S DEGs in WT and OX7.5. For each node in the Biogrid database, we calculated the number of its total interactions (degree.total), number of its interactions with –S DEGs in WT (degree.-S) and number of its interactions with -S DEGs in OX7.5 (degree.-S in OX). When number of -S DEGs was plotted against number of total interactions RPT2a (At4g29040) and UBQ3 (At5g03240) were identified as the most significant hubs in both interaction networks analyzed (Figure 4A). However, for several minor hubs we observed differences between WT and NBR1-OX in the number of interactions with –S DEGs. We identified 5 and 11 hubs with more and fewer interactions, respectively, in the NBR1-OX network than in WT network (Figure 4B). Among the 5 hubs enriched in interactions in the OX7.5 network, 4 are annotated as LRR (Leucine-Reach Repeat) protein kinases. While among 11 hubs with a reduced number of interactions in the NBR1-OX network, 7 are annotated as transcription factors belonging to the TCP (TEOSINTE BRANCHED 1, cycloidea and PCF transcription factor) family (Table S5). These results suggest that excess of NBR1 modulates plant response to –S by indirect or direct control of LRR kinases and/or TCP transcription factors. To our knowledge, none of these elements have been previously associated with –S response.

The difference in –S response between WT and OX7.5 lines can be partially explained by the fact that many genes regulated by –S might be regulated by NBR1 overexpression. Indeed, a significant common part was revealed between these two sets of DEGs (Figure 5, Table S4). 

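In shoots grown in nS, COR27 was 3.28 higher in OX7.5 than in WT on the log2 scale (standard error 0.23, adjusted p = 4.5e-09 from limma) and rose by 4.53 under -S in WT. AT1G73325 was 2.15 lower on that scale in OX7.5 (OX log2 fold change -2.15, standard error 0.25) and fell by 2.51 under -S in WT. In roots AT3G46880 had an OX log2 fold change of -1.69 (standard error 0.22) and fell by 3.59 under -S in WT. The size of this fall is uncertain, since the -S signal of AT3G46880 is under the array median. OX DEGs, the genes that differed between OX7.5 and WT in nS by the thresholds of the methods, numbered 531 in shoots (253 up, 278 down) and 537 in roots (252 up, 285 down), and 268 and 133 with an adjusted p under 0.05. The count in shoots was 867 without WT nS replicate 2, and that in roots was 335, 830 and 1134 without WT nS replicates 1, 2 and 3. Both comparisons use the same 3 WT nS arrays of each tissue, which makes their fold changes covary. The covariance of the fold changes over genes was 0.071 in shoots against 0.019 in 50 simulations with both groups unchanged, and 0.053 against 0.019 in roots. In those simulations about 9.1 genes overlapped upward and 9.3 downward in shoots, and 9.4 and 9.2 in roots. With OX7.5 simulated as unchanged and the -S effect kept, 19.7 and 19.7 genes overlapped in shoots and 17.5 and 21.6 in roots. The simulations gave each gene the same noise in every group. The WT nS arrays had the largest median gene SD of their tissue, 0.191 in shoots and 0.205 in roots. Because of this, and because 3 control arrays cannot be split with at least 2 in each part, part of the excess may still come from the shared controls. From the overlap, the paper proposes that the difference between the lines in the -S response can be explained in part by genes that NBR1 overexpression might also regulate.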

In shoots, the number of overlapping genes was 208 (70% of OX DEGs) and 115 (53% of OX DEGs) for up- and downregulated, respectively. 

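Among genes higher in OX7.5 than in WT in nS shoots and also upregulated by -S in WT shoots were AT1G68500, with log2 fold changes of 3.74 and 4.51 (standard error 0.39 in each, sizes uncertain with a WT nS signal under the array median), and AT1G70640, which was higher in OX7.5 by 2.48 (standard error 0.22). In shoots 178 of the 253 OX DEGs that were higher in OX7.5 were upregulated by -S in WT (70.4%), and 196 of the 278 that were lower were downregulated by -S (70.5%). Lists of these sizes would share 22.5 and 27.2 genes if they were independent, a figure that takes no account of the shared WT nS arrays. In the simulations with OX7.5 unchanged and the -S effect kept, the mean shares were 33.6% and 33.5%, and the highest overlaps of 50 simulations were 28 and 39 genes, from fewer OX DEGs. Only 4 and 13 genes went in opposite directions. With an adjusted p under 0.05 in both comparisons the overlaps were 117 and 94 genes, and without WT shoots nS replicate 2 they were 272 and 322.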

While in roots, it was 160 up- and 214 downregulated genes, corresponding to about 38% and 42% of the respective OX DEGs in roots.

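In roots the genes shared by the comparisons included UGT72E2, a glycosyltransferase gene, with an OX log2 fold change of -1.02 (standard error 0.17, adjusted p = 0.0047 from limma) and a -S log2 fold change of -1.28 in WT (standard error 0.17). Of the 252 OX DEGs that were higher in OX7.5 in roots, 97 were upregulated by -S in WT (38.5%), and of the 285 that were lower, 176 were downregulated by -S (61.8%). In the simulations with OX7.5 unchanged and the -S effect kept, which have the shared arrays but fewer OX DEGs, the mean shares were 30.5% and 35.8%, and the highest overlaps of 50 simulations were 30 and 32 genes. Independent lists of these sizes would share 24.1 and 21.9 genes, with the shared arrays left aside. In opposite directions went 18 and 12 genes. These counts depended on single WT arrays: without WT roots nS replicate 1 they were 41 and 107, without replicate 2 they were 187 and 271, and without replicate 3 they were 292 and 352. With an adjusted p under 0.05 in both comparisons they were 23 and 49.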

### 3.4. Proteins co-Purifying with NBR1-TAP

The next goal was to identify the proteins co-purifying with NBR1 in shoots and roots in different growth conditions using the TAP-MS experiment. The lists of identified proteins are included in Table S6. The Venn diagrams comparing the roots and shoots interactomes, each in three conditions (nS, 4d-S, 10d-S), are shown in Figure 6. The set of condition-specific proteins is apparently larger in roots than in shoots. In shoots, for 242 proteins detected totally in all three growth conditions, 140 proteins (almost 58%) were detected in all of them; while in roots, there were only 41 such proteins (23%) for 182 total proteins. Besides, the number of proteins identified only in roots was smaller in each condition than the number of proteins identified only in shoots. The ribosomal proteins co-purifying with NBR1 are marked in Figure 3C and listed in Table S4.

### 3.5. Interactions Network of Proteins Co-Purifying with NBR1-TAP

In order to further characterize the NBR1 interactome, we analyzed known interactions of all proteins co-purifying with NBR1 from any plant part (root or shoot) or growth condition (nS or -S). Among 136 proteins from such a combined set, 115 have known interactions in the BioGRID database ver. 174. For all proteins co-purifying with NBR1 and their first neighbors, we counted the number of interacting proteins that co-purify with NBR1 and the total number of interactors in the BioGRID database. Plotting these values allowed for the selection of the network hubs having a high number of interactors among the NBR1 co-purifying proteins compared to the total number of their interactors (Figure 7). The eight top proteomic hubs (Hub1-Hub8) are sorted in Table 2 according to a decreasing number of common interactors with NBR1; while their targets identified in the TAP-MS experiment with NBR1 are listed in Table S7. Ubiquitin (UBQ3, At5g03240) is a hub number 1 having known interactions with 59 NBR1 co-purifying proteins. Hub2 (nucleoporin NUP43; At4g30840) and hub3 (WD40 protein RAE1; At1g80670) are close to the top of the list and share the high number of interacting proteins with the NBR1 co-purifying proteins (24 and 20, respectively). Hub4 (proteasomal subunit RPT2a; At4g29040) and hub5 (general regulatory factor from the 14-3-3 family GRF1; At4g09000) have known interactions with 16 and 12 NBR1 co-purifying proteins, respectively. RPT2a was identified also as a “transcriptomic” hub of –S DEGs (see above). Each of the next two hubs, hub6 (clathrin adaptor protein AP2M, At5g46630) and hub7 (histone H3 acetyltransferase IDM1/ROS4, At3g14980), share 11 interactors with the NBR1 co-purifying proteins NBR1; while hub8 (human protein RAD23A) was previously reported to interact with 10 proteins from our TAP-MS experiment.

### 3.6. Verification of NBR1 Interaction with RPS6

The ribosomal protein S6 was present in the sets of the previously reported interactors of proteomic Hub3 (RPT2a) and Hub5 (AP2M). Besides, it is linked with autophagy signaling via the TOR-RPS6 kinase-RPS6 pathway. Therefore, it was selected for confirmation of its direct binding to NBR1. We decided to verify the interaction of NBR1 with RPS6 using two strongly conserved isoforms of this protein, RPS6A (not detected in TAP-MS experiment) and RPS6B. Indeed, the BiFC experiment indicated that NBR1 interacts with both of them (Figure 8). In NBR1, the region involved in the interaction with RPS6 was narrowed down to the 314 amino acid fragments from amino acid G92 to R405, encompassing the ZZ domain along with both flanking interdomain regions. In RPS6, the area of interaction was limited to a fragment of 87 amino acids between S109 and R195 (identical in both isoforms of RPS6). The NBR1-RPS6 interaction was additionally verified in the yeast two-hybrid (Y2H) experiments. These results indicated that the interaction of NBR1 with the RPS6 isoforms was not mediated by the UBA domain, and it was probably not the classical target- autophagy receptor interaction. Interestingly, the interaction between RPS6A and NBR1 was observed in both the cytoplasm and nucleus, while RPS6B-NBR1 interactions were observed only in the cytoplasm (Figure 8D).

### 3.7. NBR1-OX Lines are Oversensitive to TOR Inhibitors During Nutrient Starvation

Interestingly, the NBR1 overexpressors have significantly shorter roots than WT when grown in -S or in nitrogen deficient (-N) conditions in the presence of TOR kinase inhibitors (Figure 9A, Figure S3). A similar phenomenon was observed also in *Nicotiana tabacum* J4-1 and J5-3 transgenic lines overexpressing a tobacco homolog of NBR1 (NtNBR1-OX), indicating that the mechanisms responsible for the observed phenotype are common for both plant species (Figure 9B). Staining of the Arabidopsis seedlings grown in –S in the absence and presence of Torin1 (one of the TOR inhibitors) indicated a strong increase of red AO-stained spots in the plantlets treated by Torin1 (Figure S4).

## 4. Discussion

### 4.1. NBR1 Expression and Autophagy Flux in NBR1-OX Lines and –S Conditions

In the NBR1-OX lines used in this work, the ectopic copy of NBR1 is under control of the double 35S promoter of the cauliflower mosaic virus, however differences in the NBR1 transcript levels were observed between OX7.5 and OX2.3.5. Only OX7.5 had more NBR1 transcripts than the WT line in shoots and roots. In the conditions of our experiment the sulfur starvation stress (4 days in –S condition) upregulated the amounts of NBR1 transcripts in shoots and roots of all lines. The reason for the increased amounts of *NBR1*-containing transcripts in –S is not clear. It might result either from increased transcription of the intrinsic *NBR1,* as well as from the increased stability of the transcript.

As expected, NBR1-OX lines had not only intrinsic NBR1 but also transgenic NBR1-TAP protein (Figure S1). Both proteins appeared larger than expected. An increase of the size of NBR1 from *Arabidopsis thaliana* has been also recently reported [35]. The plausible explanation of the observed discrepancy would be posttranslational modification; however, it remains to be determined. Interestingly, the seedlings of both OX lines had more autophagosomes (red spots stained by AO) than WT, and the number of autophagosomes was increased by –S in each line (Figure 2A). This increase was insignificant in OX2.3.5, significant in WT and very strong in OX7.5. Since NBR1 itself is an autophagy substrate [6,35] one could expect a smaller amount of this protein when the number of autophagosomes is increased and the autophagy flux is induced. The apparent discrepancy suggests that an excess of NBR1 accumulates not only in autophagosomes but also in non-acidic structures, which are not accessible to degradation. Only a partial overlap of the green and red signals in NBR1-YFP overexpressors stained with AO (Figure 2B) additionally supports this conclusion. Therefore, the level of NBR1 in lines constitutively overproducing this protein might not be an accurate indicator of the autophagy flux.

### 4.2. Transcriptional Response to –S in WT and OX7.5

Our observation that -S induces NBR1 expression prompted us to investigate the role of NBR1 in such conditions. However, interaction network analyses of the two sets of –S DEGs (one from the WT and one from NBR1-OX) revealed their similarity and led to the identification of only two hubs significantly enriched in interactions with –S DEGs regardless of the line, RPT2a and UBQ3 (Figure 4A). RPT2a is an AAA type ATPase of the 26S proteasome subunit which, among other functions, interacts with transit peptides of chloroplast proteins [36]. Identification of these hubs is not surprising because proteasomal degradation might control the activity of SLIM1, a transcriptional factor adjusting plant response to sulfur deficit [37]. The part of –S response controlled by proteasome is rather independent of NBR1, and it seems that NBR1 only fine-tunes the plant response to –S. There might be also other not yet recognized connections between UPS and plant response to –S.

Despite the overall similarity of the networks of –S DEGs in WT and OX7.5, differences in the enrichment of some hubs in both networks were observed (Figure 3B, Table S5). Such differences might provide an additional clue for the function of NBR1. The first set of these hubs encompasses 4 LRR kinases (At5g45780, At5g16590, At2g45349, At3g23939), which are more enriched in interactions among –S DEGs in OX7.5 than in WT. The family of LRR kinases in Arabidopsis consists of about 200 members, which are involved in sensing various signals and play a role in plant growth and development (for review [38]). The LRR kinases are classified according to the size of their extracellular domain into seven categories grouped in two types, ligand-recognizing receptors and co-receptors, which form heterodimers playing an important role in fine-tuning the signaling by the receptor [39]. Heterodimers’ pairs preferences are unknown for most of the LLR kinases, including the co-receptor kinases identified as differentiating hubs for –S DEGs from WT and OX7.5. An elevated transcription of genes, whose products are in the interactomes of the mentioned above LRR kinases, might indicate that the kinases themselves are more activated in OX7.5 exposed to –S than in WT. It is unclear at what level the NBR1 protein might influence the activity of LRR kinases and such hypothetical links should be further investigated.

The second set of hubs is more enriched in interactions with –S DEGs in WT than in OX7.5. This set of hubs is more divergent, but it contains several transcription factors from the TCP family known to closely interact with members of plant hormone signaling pathways (for review of the TCP family see [40]). Among 11 hubs associated with the change of –S response in NBR1-OX (reduced number of interaction) as compared to the –S response in the WT, 7 belong to the TCP family, TCP14 (At3g47620), TCP13/PTF1 (At3g02150), TCP4 (At3g15130), TCP15 (At1g69690), TCP2 (At4g18390), TCP10 (At2g31070), and TCP23 (At1g35560). The TCP family consists of 24 members in Arabidopsis and is divided into two groups, both playing a complex role in plant development and immune defense [41,42]. TCP14 is the most targeted host protein by the effectors of many plant pathogens [43]. The reduced number of –S DEGs from OX7.5 having reported interactions with these proteins might suggest that these transcription factors are not activated by –S to the same extent in OX7.5 compared to WT. The involvement of LRR receptor kinases or TCP in –S response has not yet been reported, however the overlap between plant responses to a variety of stresses is a known phenomenon [44].

This study indicated that sulfur starvation results in changes in expression of the genes encoding ribosomal proteins. 

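Cytosolic ribosomal protein genes had a larger median response to -S in roots than in shoots in both lines. Their median log2 fold change in shoots was 0.07 in WT, where 9 of 149 rose and 4 fell at an adjusted p under 0.05 from limma (6 and 3 when adjusted over the list alone), and -0.001 in OX7.5 (0.002 after median centring), where 3 rose and 2 fell (3 and 0 when adjusted over the list alone). The response in roots exceeded that in shoots by a median of 0.45 in WT and 0.65 in OX7.5, each response being taken within its own tissue. The tissue difference passed camera with the preset correlation at adjusted p = 4.1e-13 in WT and 6.0e-25 in OX7.5, and was at adjusted p = 0.11 in WT and 0.040 in OX7.5 with an estimated correlation. Nuclear genes for chlorophyll synthesis, a pathway inside plastids, were lower in -S shoots. Of 5 measured genes, 4 fell in WT and 3 in OX7.5 and none rose (5 and 5 fell when adjusted over the list alone), and the list's adjusted p with an estimated correlation was 0.053 in WT and 0.051 in OX7.5. CHLM, which encodes magnesium protoporphyrin IX methyltransferase, fell by 1.41 in WT and 1.02 in OX7.5 (standard error 0.22 in each), and HEME1 and HEME2, uroporphyrinogen decarboxylase genes, fell by 0.97 and 1.07 in WT and by 0.84 and 0.99 in OX7.5.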

Many genes encoding cytosolic ribosomal proteins were induced in roots, while many genes for nuclear encoded plastid genes were downregulated in shoots. 

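No gene of the 149 measured for cytoplasmic ribosomal proteins passed the line by sulfur interaction test of limma in roots at an adjusted p under 0.05, over all genes or when adjusted over the list alone. In data simulated for shoots the interaction test over all genes recovered 4% of genes with a line difference of 1.5-fold. Smaller differences in this family would therefore mostly be missed. At an unadjusted p under 0.05 the interaction called 12 of the 149 in roots (8.05% of the family against 9.64% of all genes), 5 among those counted in WT alone, 3 among those counted in OX7.5 alone and 4 among those counted in both. The median interaction value of the family was 0.03 on the log2 scale in roots, and camera gave adjusted p = 0.69 for it. AT1G58380, of the S2 family, had one of the larger differences, with a log2 fold change of 0.33 in WT and 1.21 in OX7.5 (standard error 0.24 in each, interaction adjusted p = 0.39). In nS, OX7.5 differed from WT past an adjusted p under 0.05 for 1 gene of the family in roots, AT2G44120 of the L7 family, which was higher, and for 1 in shoots, AT3G04230 of the S16 family, which was lower.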

NBR1 overexpression changes the pattern of expression of many genes from the first group. Interestingly, the difference in expression of ribosomal proteins was previously observed in plants starved for phosphorus and iron [45]. To our knowledge, no published data linked so far selective autophagy and NBR1 with ribosome remodeling.

### 4.3. Proteins Co-Purifying with NBR1-TAP

The interaction network analysis indicated that the proteins co purifying with NBR1-TAP are not randomly distributed around the Arabidopsis interactome but seem to interact with specific proteins. Eight hubs having at least 10 known interactions with proteins identified in our TAP-MS experiment were identified (Table 1). Most of them are involved in RNA export from the nucleus or in proteolysis. The highest number of interactors among the NBR1 co-purifying proteins has ubiquitin (represented by UBQ3, At5g03240), designated here as hub1. Furthermore, the number of proteins co-purifying with NBR1 that were previously identified as a part of the UBQ3 interactome highly increases in roots after prolonged sulfur starvation, suggesting an increase in protein ubiquitination in –S conditions. An increase of protein ubiquitination in plants grown in -S is quite plausible (Wawrzynska and Sirko, unpublished data). Hub2 and hub3 have WD40 domains and are part of the nuclear pore complex (NPC). Interestingly, Hub 3 (RAE1; At1g80670) is a component of a nuclear pore [46], but it is also involved in proteolytic protein degradation controlling the level of ABA receptor RCAR1 and negative regulation of ABA signaling [47]. Hub4 (RPT2a, At4g29040) is AAA type ATPase of the 26S proteasome subunit which, among its other roles, interacts with transit peptides of chloroplast proteins [35]; while hub 5 (GRF1, At4g09000) is a member of a large family of GRFs (general regulatory factors, 14-3-3 family), which are involved in protein-protein interactions serving as adapters, activators, and repressors in diverse cellular processes (for recent reviews see [48,49,50]). Hub 6 is the adaptor protein 2 (AP2M, At5g46630) which is composed of clathrin binding domains and apparently involved in endocytosis [51]. AP2M is missing any ubiquitin binding domains (INTERPRO domains listed by TAIR). Therefore, AP2M probably recognizes its targets by a different mechanism than via ubiquitin binding. Thus, it seems possible that some common interactors of AP2M and NBR1 may be bound by NBR1 in an UBA independent mode as well. Checking this possibility seems to be an interesting goal for future research. Hub7 (IDM1/ROS4; At3g14980) is a histone H3 acetyltransferase negatively regulating DNA methylation that might reduce gene silencing. The links of this hub with selective autophagy remain unclear. Finally, it may seem surprising that the human protein RAD23A appears as a proteomic hub in Arabidopsis (Hub8). However, this protein was used for selection of ubiquitinated proteins in Arabidopsis and the list of its interactors was published [34]. Taking into account that NBR1 protein contains two ubiquitin binding UBA domains, similar to the human RAD23A protein, it seems likely that NBR1 and HsRAD23A may recognize ubiquitin moieties on the same target proteins. Besides, NBR1 itself was on the list of HsRAD23A interactors [34]. In summary, the presence of proteins involved in protein degradation among proteomic hubs may result from sharing a common feature with NBR1, namely, recognition of ubiquitin, with exception of hub 5 (vesicular transport/endocytosis) and hubs 1 and 2 (transport via nuclear pores).

### 4.4. NBR1 Might be Involved in the Regulation of Ribosome Composition in -S

Identification of the proteins targeted by NBR1 might help us to understand its role in –S conditions. Several proteins were co-purifying with NBR1 only in –S conditions (Figure 6, Table S6). Among them there were ribosomal proteins, of which some were also upregulated in –S (Figure 3). One of these ribosomal proteins, RPS6, is known to be involved in TOR signaling and regulation of translation efficiency as a part of the TOR-S6K-RPS6 signaling pathway that is responsible for the adjustment of cellular translation to the metabolic needs sensed by TOR [52]. Moreover, the increased level of RPS6 protein found in *atg5* mutant of *Arabidopsis thaliana* suggests that this protein could be a subject of autophagic degradation [53]. Besides, the recent report that autophagy is required for recycling of ribosomal proteins RPS6, RPL37 in *Chlamydomonas reinhardtii* is in agreement with this assumption [54]. Therefore, RPS6 was selected for verification of its direct interaction with NBR1.We confirmed a direct RPS6-NBR1 binding in yeasts and in plants (Figure 8). This novel direct interactor of NBR1 binds to the NBR1 fragments spanning the Zn finger (ZZ) domain flanked by its interdomain regions. Both isoforms of RPS6 (RPS6A and RPS6B) can interact with NBR1. The lack of requirements for the UBA domain of NBR1 for binding suggests that RPS6 possibly does not need prior ubiquitination for interaction with NBR1 and that it might be another type of interplay than the classical “ubiquitinated target - autophagy receptor”. The region of RPS6 interacting with NBR1 is located in the central part of the protein, and it is apparently different from the C-terminal region, known to be phosphorylated by S6K [55]. Therefore, this interaction might not be dependent on the phosphorylation status of RPS6 controlled by S6K. It is commonly accepted that RPS6 regulates translational capacity. Therefore, precise control of RPS6 activity (or intracellular localization) might be important for metabolic reprograming needed for plant response to –S. Nevertheless, the biological significance of this novel interaction of NBR1 remains to be determined. Direct interaction of NBR1 with other ribosomal proteins requires further studies, however both, the transcriptomic and proteomic data suggest that NBR1 could be involved in the regulation of ribosome composition in –S (Figure 3). Multiple studies indicated ribosomes specialization (ribosomes of different composition or ribosomes lacking specific proteins) depending on the tissues or external conditions in different organisms [56].

### 4.5. NBR1-OX Plants Were Oversensitive to –S and to –N in the Presence of TOR Inhibitors

The TOR kinase is a well-known negative regulator of autophagy, as phosphorylation of autophagy-related protein 13 (ATG13) by TORC1 inhibits the formation of the autophagy initiation complex [57]. TOR is activated by nutrients and hormones, and it is repressed by starvation, energy deprivation, and stress [58,59]. TOR regulates many metabolic pathways including photosynthesis [60], the cell-cycle, cell-wall modifications, senescence, central energy metabolism, carbon and lipids metabolism and secondary metabolism [61]. It also induces the transcription of nuclear-encoded plastid ribosomal proteins [62]. Reduced expression of numerous such genes observed in –S conditions in the shoots of all lines (not shown) would indicate the reduction of TOR activity in –S conditions. Moreover, TOR positively regulates initiation of translation in plants, possibly by stimulation of phosphorylation of the translation initiation factor eIF3h via S6K [63]. 

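All 10 measured genes of the 41 listed for nuclear-encoded plastid ribosomal proteins were downregulated by -S in shoots of both WT and OX7.5, the lines on the arrays (Fisher's exact test, one-sided, p = 4.1e-14). Their median log2 fold change was -1.10 in WT and -0.98 in OX7.5, and all 10 also passed when adjusted over the list alone. AT4G17560, of the L19 family, fell by 1.44 in WT and 1.205 in OX7.5 (standard error 0.23 in each, adjusted p = 4.0e-05 and 0.00061 from limma). AT5G24490, which encodes a plastid-specific ribosomal protein, fell by 1.36 and 1.23 (standard error 0.16 in each) in shoots and by 1.59 and 2.18 in roots. AT4G01310, of the L5 family, fell by 1.31 and 1.07 (standard error 0.15 in each) in shoots, with log2 changes of -0.09 and -0.18 in roots that did not pass the test. In roots 5 of the 10 fell in WT and 2 in OX7.5 at an adjusted p under 0.05 from limma, with no fold threshold. By the thresholds of the methods, 1 was downregulated in roots of both lines, 1 in WT alone and 1 in OX7.5 alone. The list's fall in shoots held with an estimated correlation in camera (adjusted p = 0.0018 in WT and 0.00055 in OX7.5), and none of the 10 differed between the lines in the interaction test (0 at an adjusted p under 0.05 from limma). The paper reads the lower expression of such genes as a sign of lower activity of TOR, a kinase that promotes growth, under -S.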

The simplest explanation of the observed phenotype (oversensitivity of NBR1 overexpressors to TOR inhibitors in –S conditions) is an excessive induction of autophagy. This assumption is supported by the observation of autophagosomes (precisely, AO-stained red speckles) in the roots of such plants (Figure S2). The massive red staining suggests the presence of numerous autophagosomes due to a high induction of autophagy.

## 5. Conclusions

Concluding, our results suggest that NBR1 can fine-tune plant response to sulfur starvation. We propose that the modulation of the level (or of the activity) of different ribosomal proteins might be one of the processes controlled by NBR1 in such conditions. This conclusion is supported by the following observations: (i) partial overlap of gene expression changes due to NBR1 overexpression with the gene expression changes in the wild type plants exposed to sulfur deficit, (ii) the overrepresentation of ribosomal proteins in the set of NBR1 partners in –S conditions and (iii) direct NBR1-RPS6 binding. However, the effect of NBR1 on plant response to sulfur deficit is pleiotropic and this protein might be involved in selective degradation of multiple protein targets, not only the ribosomal proteins. The identities of most of these targets remain to be deciphered.

## Figures and Tables

**Figure 1:**
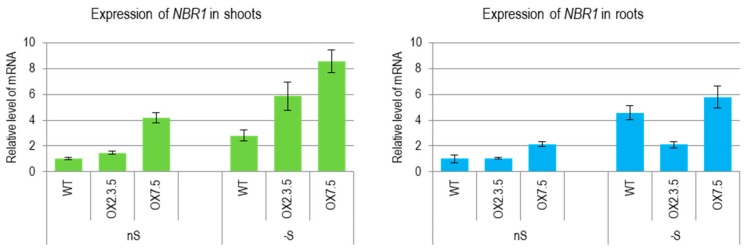
The expression level of NBR1 in wild type (WT) and NBR1-overexpressor lines (OX2.3.5, OX7.5) grown in sulfur sufficient (nS) and sulfur deficient (-S) conditions. Results of reverse transcription quantitative PCR (RT-qPCR) using the shoots and roots material normalized to WT grown in nS. The significantly different samples are indicated with different letters.

**Figure 2:**
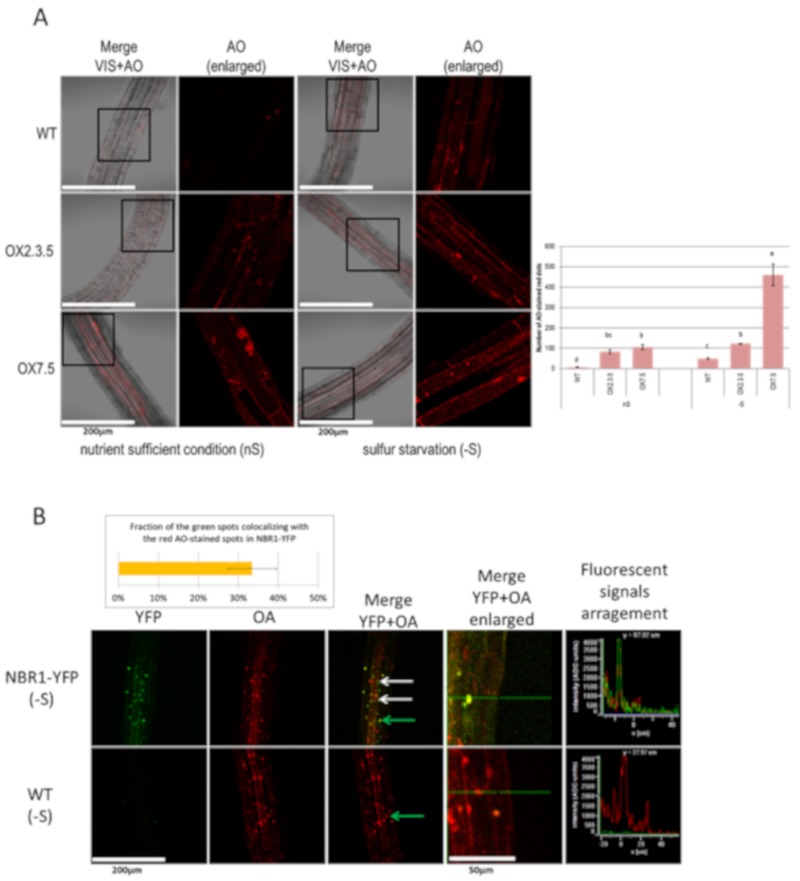
Comparison of the roots stained with acridine orange (AO). (**A**) Sulfur starvation increases the number of acidic compartments stained with AO in WT, OX2.3.5, and OX7.5. The graph showing the average number of AO-stained red spots calculated with ImageJ software from three independent experiments (three pictures per each line in each experiment; *n* = 9) is shown below the representative confocal fluorescence microscopy photographs. The significantly different samples are indicated with different letters (**B**) NBR1-YFP co-localizes with many acidic compartments stained with AO (examples are shown by arrows: the green arrow points to the dot for which fluorescence signals were arranged in graph view). The results showing the quantification of the colocalization of the green spots with the red spots are from three independent experiments (three pictures each; *n* = 9).

**Figure 3:**
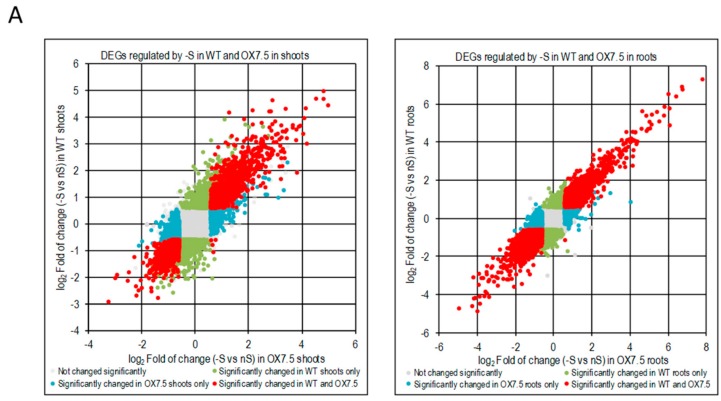

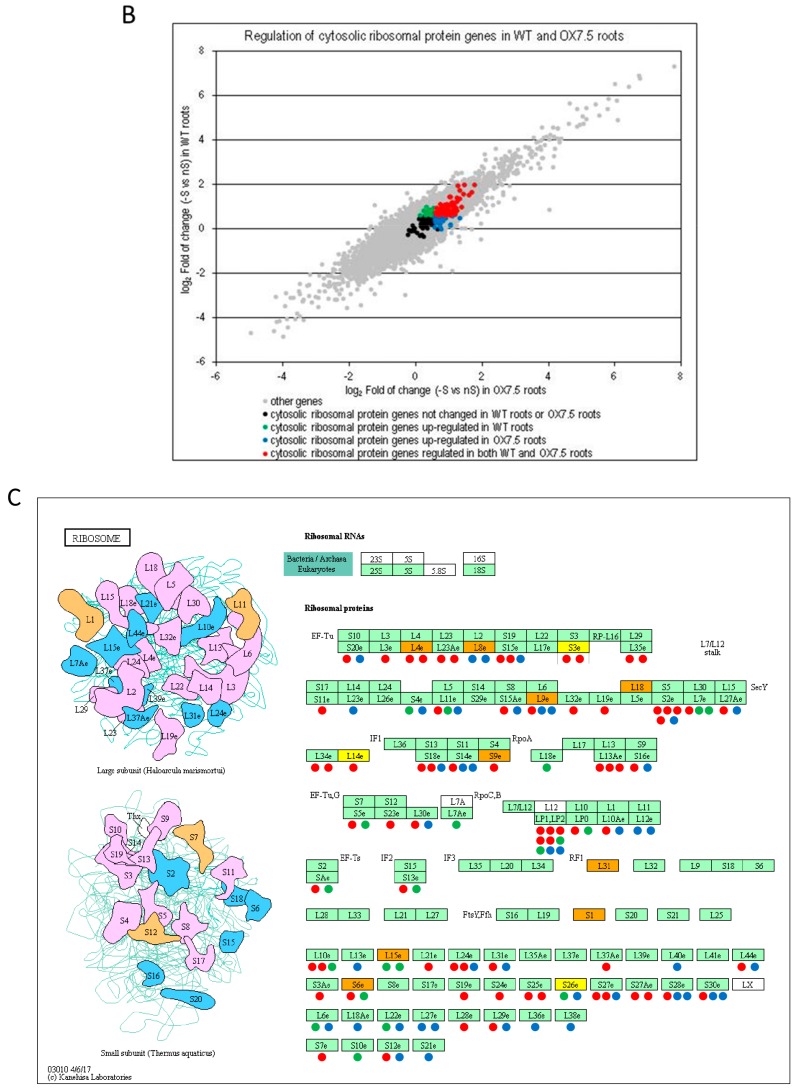
Genes regulated by sulfur starvation in shoots and roots of WT and OX7.5. (**A, B**) Scatterplots showing fold of change of individual genes in –S. DEGs are marked in colors, as indicated in the legends, while the genes not changed significantly are denoted in pale grey. (**B**). Scatterplot comparing regulation of expression of the cytosolic ribosomal protein gene family by –S in the roots of wild type and NBR1-OX line. (**C**) The KEGG chart of *Arabidopsis thaliana* ribosomes. The proteins found in TAP-MS experiment as co-purifying with NBR1 in nS (yellow) or in -S only (orange). Changes of gene expression of the paralogues of ribosomal genes in –S are shown below the respected proteins using the colors indicated in the legend of the chart in Panel B (green, upregulated only in WT; blue, upregulated only in OX7.5; red, upregulated in both lines).

**Figure 4:**
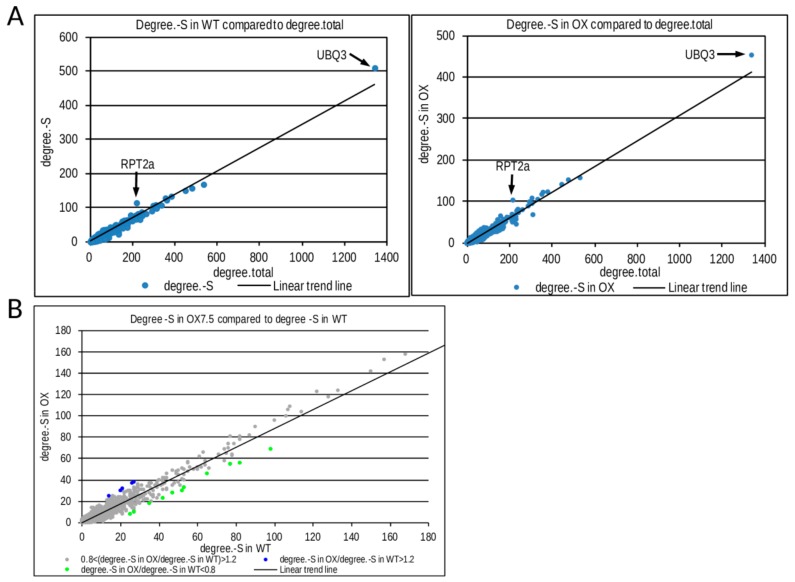
Results of interaction network analysis of genes regulated by sulfur starvation in WT and OX7.5. (**A**) Identification of RPT2A and UBQ3 as most significantly enriched hubs in both networks. (**B**) Comparison of “degree –S” for hubs from the interaction networks of genes regulated by –S in WT and OX7.5. “Degree –S” of a hub denotes a number of its interactors with the expression changed by –S. The hubs with a difference between “degree –S” in these two networks amounting to at least 9 and at least 20% in relation to each other are marked by colors. Blue dots indicate hubs with a higher degree –S in OX7.5 than in WT; while green dots mark hubs with a lower degree –S in OX7.5 than in WT. These transcriptomic hubs are described in Table S5.

**Figure 5:**
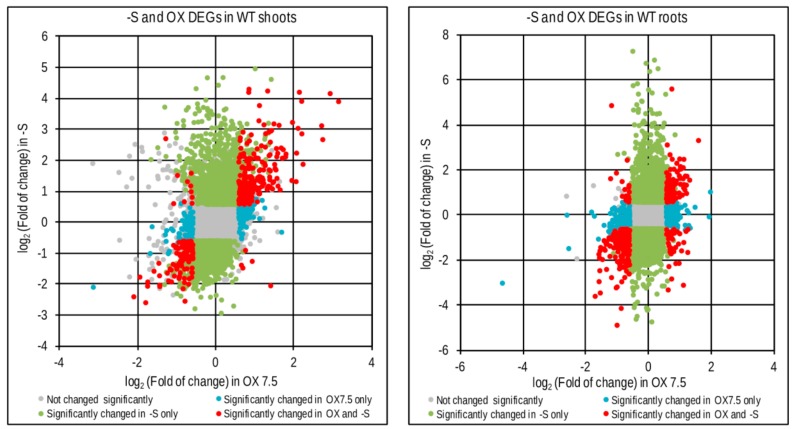
Comparison of genes regulated by –S (-S DEGs) and genes regulated by NBR1 overexpression (OX DEGs) in shoots and roots. Scatterplots show fold of change of individual genes and the effect of sulfur deficit (-S) and NBR1 overexpression (OX) on their expression change.

**Figure 6:**
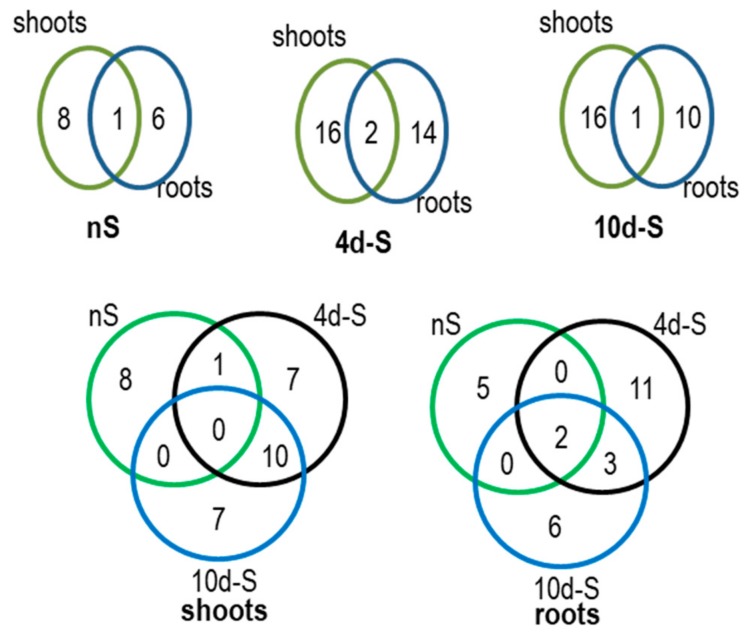
The results of TAP-MS experiment. Venn diagrams indicate the number of proteins co-purifying with NBR1-TAP in the set of 6 interactomes obtained in the TAP-MS experiment. Lists of the proteins (AGI symbols) in all interactomes are shown in Table S6.

**Figure 7:**
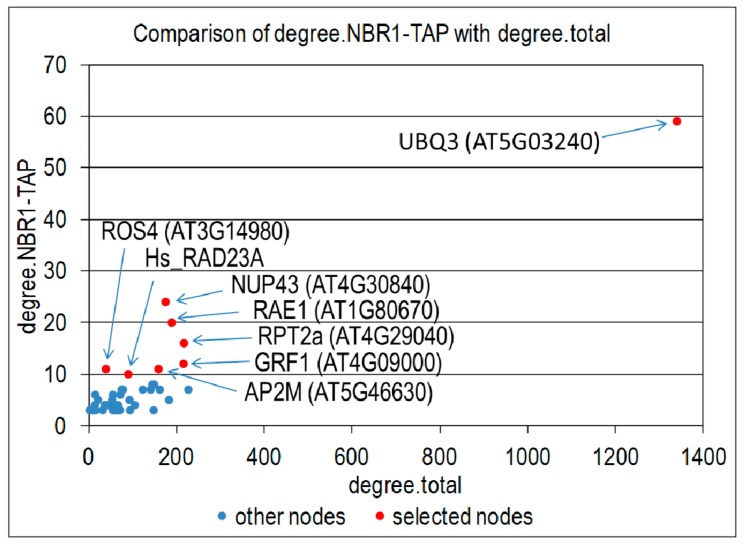
Identification of proteomic hubs. Number of proteins co-purifying with NBR1-TAP (degree. NBR1-TAP) is plotted against the total number of proteins having known interactions with a given network node (degree.total). All network nodes with degree. NBR1-TAP equal 3 or higher are shown as blue dots. All nodes with degree. NBR1-TAP equal 10 or higher were selected as most significant and are shown as red dots, indicated by arrows and labeled.

**Figure 8:**
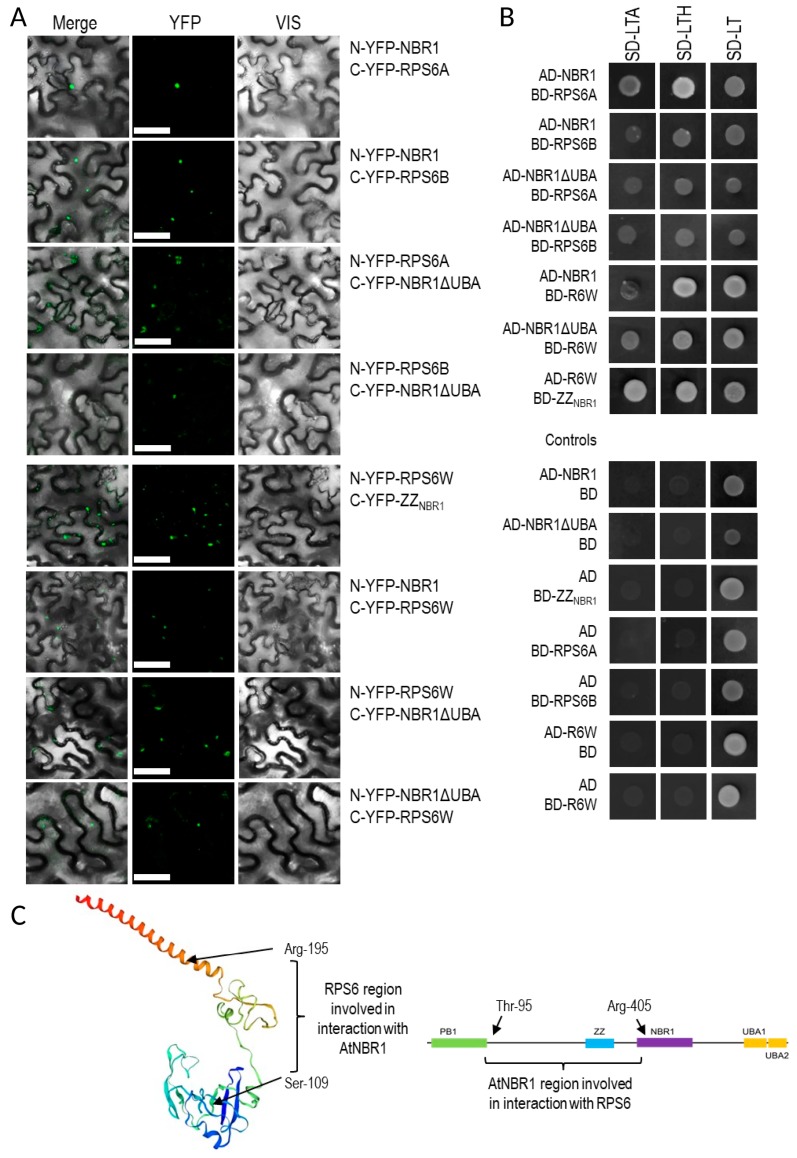

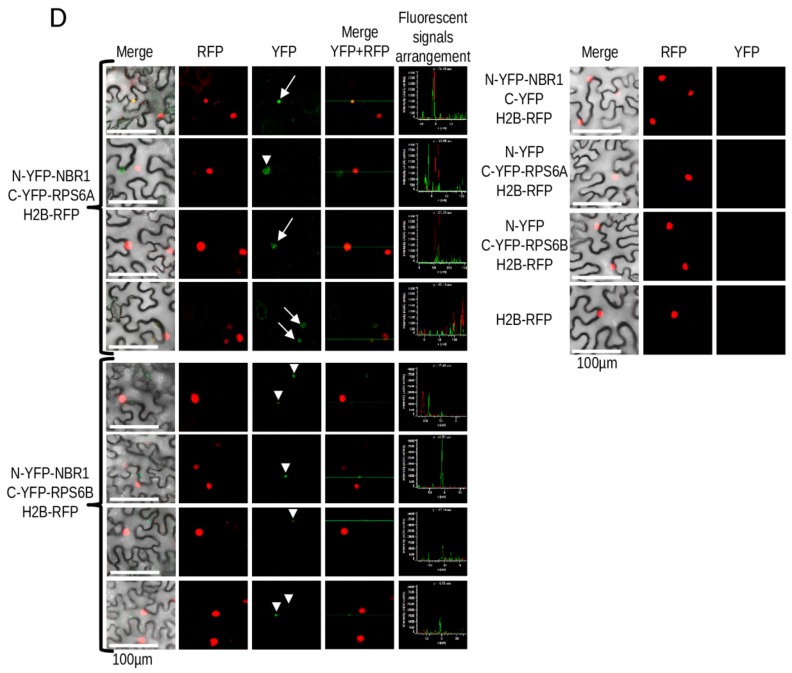
Interaction of NBR1 with RPS6. (**A**) Results of BiFC experiment (the scale bar, 50 µm). The controls are shown in Supplementary Materials Figure S2. (**B**) Result of Y2H experiment. Full-length NBR1 and NBR1 with C-terminal deletion of 87 amino acids (NBR1ΔUBA), fragments of NBR1 (ZZNBR1) and RPS6B (RPS6W) proteins. (**C**) Scheme showing the protein fragments involved in the interactions. The RPS6 structure is shown as a model of RS62_ARATH protein from SWISS-MODEL. (**D**) BiFC experiment demonstrating intracellular localization of RPS6-NBR1 interactions. RPS6A-NBR1 interaction co-localize in some cases with H2B-RFP, used as a nuclear marker. No colocalization with H2B-RFP was not observed in the case of the RPS6B-NBR1 interaction. The co-localized with H2B-RFP BiFC signals are indicated by arrows, not-colocalized by arrowheads.

**Figure 9:**
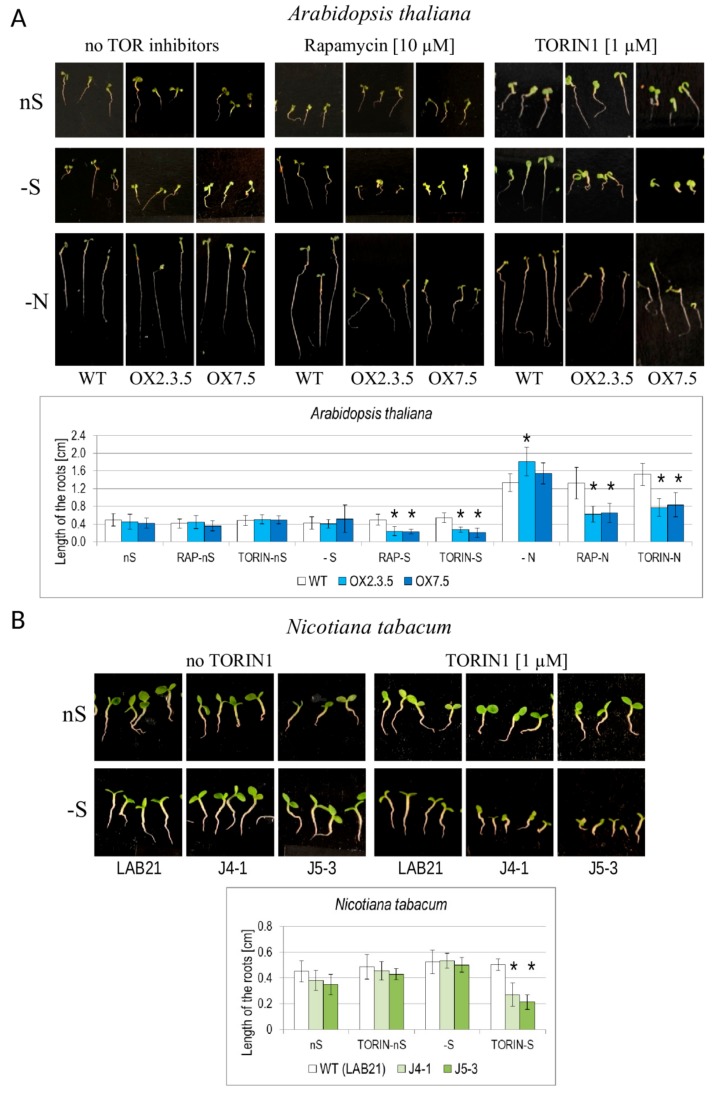
Influence of nutrient starvation and TOR inhibitors on the root lengths of the WT and NBR1-overexpressing lines in *Arabidopsis thaliana* (**A**) and *Nicotiana tabacum* (**B**). The results are from either 6 (rapamycin) or 4 (Torin 1) independednt experiments (6–9 seedlings per experiment).

**Table 1:** Overrepresented categories of Gene Family and AraCyc Pathway in the sets of–S DEGs (*p* < 0.01).

	WT-Specific –S DEGs	OX7.5-Specific –S DEGs	–S DEGs from Both Lines
Shoots UP	(*1011 genes*) No significant term	(*459 genes*) No significant term	(*1081 genes*) Receptor kinase-like protein family PP2C-type phosphatase Group A PP2C WRKY Transcription Factors
Shoots DN	(*1351 genes*) No significant term	(*378 genes*) No significant term	(*876 genes*) Kinesins Putative tropine reductase family Sulfurtransferase/Rodanase family
			Chlorophyll biosynthesis
Roots UP	(*959 genes*) Cytoplasmic ribosomal protein gene family	(*667 genes*) Cytoplasmic ribosomal protein gene family	(*1657 genes*) Cytoplasmic ribosomal protein gene family Eukaryotic initiation factor gene family WRKY Transcription Factors Glutathione S-transferase family ABC transporters NAC transcription factors
	tRNA charging		
Roots DN	(*774 genes*) No significant term	(*1007 genes*) No significant term	(*1267 genes*) Aquaporin families MIP families Cytochrome P450
			Glucosinolates biosynthesis Secondary metabolites biosynthesis

**Table 2:** Selected hubs with the highest number of interactions with NBR1-interacting proteins (hub degree).

Hub No	AGI Code	Hub Degree	Gene Name/Description (from TAIR, Modified)
Hub1	AT5G03240	59	UBQ3/encodes ubiquitin that is attached to proteins destined for degradation. UBQ3 transcript level is modulated by UV-B and light/dark treatments.
Hub2	AT4G30840	24	NUP43/Transducin/WD40 repeat-like superfamily protein
Hub3	AT1G80670	20	RAE1/Encodes a protein with a DWD motif. It can bind to DDB1a in Y2H assays and may be involved in the formation of a CUL4-based E3 ubiquitin ligase
Hub4	AT4G29040	16	RPT2a/Encodes the 26S proteasome subunit. It is required for root meristem maintenance, and it regulates gametogenesis. It is also shown to regulate gene silencing via DNA methylation.
Hub5	AT4G09000	12	GRF1/Encodes a member of 14-3-3 family. The major native forms of 14-3-3s are homo- and hetero-dimers. Serving as adapters, activators, and repressors, they are involved in a vast array of processes such as the response to stress, cell-cycle control, and apoptosis.
Hub6	AT5G46630	11	AP2M/Clathrin adaptor complexes medium subunit family protein, contains Pfam profile: PF00928 adaptor complexes medium subunit family; it is similar to micro-adaptins of clathrin coated vesicle adaptor complexes
Hub7	AT3G14980	11	IDM1/ROS4/Histone H3 acetyltransferase recognizing unmethylated H3K4 through its PHD domain and methylated DNA through its MBD domain; it negatively regulates DNA demethylation
Hub8	RAD23A	11*	*Homo sapiens* RAD23A having interactions with many Arabidopsis proteins [34]

* including NBR1, identified previously as interactor of RAD23A.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/3/669/s1, Table S1: Media composition, Table S2: Plasmids used in this study, Table S3: Gene expression changes in shoots and roots of WT and OX7.5 plants exposed to sulfur starvation, Table S4: Selected groups of genes analyzed in this work, Table S5: List of hubs showing greatest differences between the OX7.5 and WT strains in number of interacting nodes that are differentially expressed in response to –S, Table S6: Lists of proteins identified in the TAP-MS experiments. NBR1 (AT4G24690) was used as a bait and is shaded in yellow. Proteins detected twice in two repetitions of each TAP-MS experiment are shaded in green whereas proteins detected once in two repetitions are not shaded, Table S7: Proteomics Hubs (proteins having interactions with 10 or more NBR1 co-purifying proteins). The NBR1 co-purifying proteins having known interactions with each proteomic Hub are listed below the Hub name and Hub description. Figure S1. Western blots with anti-NBR1 antibodies using the protein extracts from the shoots. The protein molecular weight marker is shown on the left-hand sides of the loading control and the Western blot and the size in kDa is indicated. The expected sizes for NBR1 and NBR1-TAP proteins are 76 and 107 kDa, respectively. Figure S2. Controls to the BiFC experiment. Figure S3. Influence of -S and AZD8055 on the root lengths of the WT, NBR1-overexpressing lines OX2.3.5, OX7.5 and M6.2 (truncated form without UBA domains) and lines with nbr1 deletion (KO1 and KO3). Figure S4. Acridine orange (AO) staining of the roots of plants grown in –S in the presence and absence of Torin1.

How the deposited data were processed for this re-analysis (not part of the article)

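Transcripts were measured on Affymetrix Arabidopsis Gene 1.1 ST arrays in shoots and roots of WT (Col-0) and of the NBR1-overexpressing line OX7.5, after growth in nS or after 4 days in -S, with 3 biological replicates in each of 8 groups (24 arrays). The deposited table holds log2 probe-set values that the authors made with RMA in Partek, with no versions or settings given. No array was missing a value, and no pair of arrays within a group was identical. Arrays of one tissue shared a median and a range while those of shoots and roots did not, so shoots and roots appear to have been normalized separately, and levels were not compared between tissues. The sample descriptions mention soil and an age of 33 days, whereas the methods describe hydroponic culture. Labels that do not mention low sulphate were read as nS. All nS arrays lie in a run of sample numbers apart from that of the -S arrays, so a batch, if there was any, would coincide with sulfur supply. No detection calls accompany the values, so dim probe sets were kept in the main analysis and left out in an alternative.

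Probe sets were named with the platform annotation joined to the TAIR10.1 gene table. Of 28583 probe sets, 17504 had a gene in the annotation, 16746 of them exactly 1. Where a gene had more than 1 such probe set, the one with the highest mean over all arrays was kept, which dropped 192 probe sets and left 16554 genes. Of these, 16418 were matched to the gene table by Entrez identifier, and 1804 carried a name other than their locus. Genes without a probe set of their own in this annotation, NBR1 among them, have no value here.

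R 4.3.3 and limma 3.58.1 were used. A linear model with one mean per group was fitted to all 24 arrays, with 16 residual degrees of freedom and empirical Bayes moderation. The residual spread of each gene was thus pooled over shoots and roots. Contrasts were -S minus nS in each line and tissue, OX7.5 minus WT in nS, OX7.5 minus WT in -S, and the difference of the -S responses between lines (line by sulfur interaction). As in the methods, a DEG had a fold change of at least 1.5 and a p under 0.05, which was read as unadjusted because the methods name no adjustment. Counts with Benjamini-Hochberg adjusted p under 0.05 were computed beside these, and the interaction was called at an adjusted p under 0.05 with no fold threshold. No replicate block was used, because replicates with the same number in different groups of a tissue did not resemble each other. The model was tested on simulated data with the spread of these arrays. In the -S contrast with the unadjusted thresholds, all of 50 genes changed by 2 on the log2 scale were recovered. So were 92% of those changed by 1 and 48% of those changed by the fold threshold itself. The interaction at an adjusted p under 0.05 recovered 94% of those changed by 2, 44% of those changed by 1 and 34% of those changed by -1. It recovered only 4% of those changed by the fold threshold. About 135 unchanged genes of a simulated comparison passed the unadjusted thresholds and 13 passed with an adjusted p.

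Gene lists were fixed before the data were examined: cytoplasmic and plastid ribosomal proteins (223 and 41 genes, from the standard nomenclature, which the annotation used here does not carry), autophagy, chlorophyll synthesis, sulfur deficit markers, sulfate assimilation, WRKY factors, glutathione S-transferases and others. Families read by symbol from the annotation (beta-glucosidases, UDP-glycosyltransferases, genes with a CYP symbol (26 cytochromes P450 and 2 cyclophilins, which were left out of a further test added after the results were seen), expansins with xyloglucan endotransglucosylases, SWEET transporters, serine carboxypeptidase-like proteins, AGAMOUS-like factors, LCR and SCRL peptides) and the genes encoded by the plastid genome were added after the annotation was read and before any test was run. Lists with at least 5 measured genes were tested with camera (preset correlation 0.01, and an estimated correlation beside it) and fry. Lists with fewer measured members, among them aquaporins, ABC transporters, NAC factors, initiation factors and markers of leaf and root tissue, were not tested. Overrepresentation in the sets of -S DEGs was tested with Fisher's exact test, one-sided, against all genes tested. Kinesins could not be read from the annotation by symbol and were left out.

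Named genes follow a rule fixed before the data were examined: for each -S and OX contrast the 8 genes with the largest rise and the 8 with the largest fall among those with an adjusted p under 0.05, a fold change of at least 1.5 and no overlap between the 3 arrays of each group; for the interaction the 8 of each sign with the largest difference among those with an adjusted p under 0.05; every gene the paper names; and up to 4 members of each list with the largest change. Ribosomal protein genes named for a line difference, and single genes behind counts of 1, were picked after their values were seen. The overlap of OX DEGs and -S DEGs shares the WT nS arrays, so it was set beside 50 simulations of unchanged groups against the same controls.

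Alternatives set before the data were examined changed one choice at a time, except that the replicate block was fitted to the arrays of one tissue: an adjusted p, a fold threshold of 2, ordinary least-squares contrasts without moderation (the 3-way linear model of the methods), the arrays of one tissue, the 6 arrays compared, a replicate block, quantile normalization again, median centring within a tissue, leaving out the dimmest 30% of probe sets, every probe set, array weights, and each replicate left out in turn. The protein interaction networks, the RT-qPCR, TAP-MS and root length experiments were not analysed here.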

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

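The line by sulfur interaction, the other splits of the arrays and the tests of single arrays were set before their results were seen, whereas the comparison of gene lists between tissues, the test of leaf tissue and the test of whether the lines differ in nS were chosen after them.

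In shoots 89 genes had a different -S response between the lines (adjusted p under 0.05 from limma), the largest being AT1G68500 with an interaction of -3.59 and COR27 with -3.38 on the log2 scale. The chance of the grouping was not excluded: of 100 regroupings of the lines, 5 gave at least as many genes, the real one included, with a highest other count of 204. In all 5 of these the 3 WT nS arrays stayed together, while in 4 of them -S arrays of the lines were mixed. The median size of the 89 differences kept at least 0.926 of its value without each WT nS array. These genes were called with all arrays in the fit, which favours stable sizes, so this does not show that the calls are free of single arrays. The count was 43 without WT nS replicate 3 and 215 without replicate 2. The size of the difference between lines was larger in nS than in -S by a median of 0.904, so a candidate explanation is that the lines, or the conditions of the WT nS plants at harvest, differed before sulfur deficit, which the design cannot separate.

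In roots 10 genes differed in their -S response between the lines, among them AT3G14340 with 1.67 and AT2G07708 with -1.49. Of 100 regroupings, 1, the real one, gave as many, with a highest other count of 9. The lines differ in nS roots (133 OX DEGs with an adjusted p under 0.05 from limma). A regrouping that mixes them there adds this difference to the residual spread, which favours the real grouping, so the chance of the grouping was not excluded. The count was 0 with the arrays of roots alone in the fit.

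Transcripts encoded by the plastid genome, which the paper does not discuss, differed between the lines in roots: over 63 genes the median interaction was -0.40 on the log2 scale, 56 of the 63 were negative, and camera gave adjusted p = 3.6e-18 with the preset correlation and adjusted p = 0.059 with an estimated correlation. In OX7.5 roots 33 of the 63 fell under -S at an adjusted p under 0.05 (41 when adjusted over the list alone) and none rose, with psbT at -1.28, psbZ at -1.11 and psbB at -0.996, whereas in WT roots 7 rose and 17 fell. In nS roots the list was already higher in OX7.5 than in WT, by a median of 0.19, so part of the interaction lies in nS. With quantile normalization again the median interaction was -0.30, and the median -S response in WT roots was -0.25 in place of -0.11. A share of leaf tissue in the root samples was tested on 17 nuclear genes of plastid function, whose median difference was 0.031, not near that of the plastid-encoded genes, and the median difference kept its sign without each of the 12 root arrays, with -0.282 as the value closest to 0 (without WT roots nS replicate 2). The standard error of the value for the 17 genes was 0.10, from resampling the genes and not the arrays, so it does not measure the spread between replicates. Most of them are plastid ribosomal protein or chlorophyll synthesis genes, which fell under -S in shoots, so they are imperfect markers of leaf tissue. The cause stays open: no single array accounts for the difference, and these 17 genes gave no sign of leaf tissue but cannot exclude it. A difference in RNA preparation or labelling between groups was not tested.

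Other gene lists passed camera with the preset correlation for a difference between the lines in shoots or between tissues, and of these only the UDP-glycosyltransferases between lines and the cytoplasmic ribosomal proteins between tissues in OX7.5 also passed with an estimated correlation. The interaction in shoots had a median of -0.20 for 51 UDP-glycosyltransferase genes (camera adjusted p = 0.00068, and adjusted p = 0.022 with an estimated correlation), of 0.21 for 28 genes with a CYP symbol (0.018 and 0.087), 2 of which are cyclophilins and not cytochromes P450 (0.21 over the 26 others, with 0.015 and 0.20, a test added after the result was seen), and of -0.0907 for 149 cytoplasmic ribosomal protein genes (0.0027 and 0.66). The response in roots minus that in shoots had a median of 0.45 in WT and 0.65 in OX7.5 for cytoplasmic ribosomal protein genes, and of 0.74 and 0.67 for plastid ribosomal protein genes. With an estimated correlation the adjusted p from camera was 0.11 and 0.040 for the cytoplasmic list and 0.068 and 0.15 for the plastid list. In WT this tissue difference was -0.46 for autophagy genes (camera adjusted p = 0.025, and adjusted p = 0.28 with an estimated correlation) and -0.27 for UDP-glycosyltransferase genes (0.0064 and 0.068), and in OX7.5 it was -0.36 for plastid-encoded genes (4.2e-05 and 0.41).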

How the results depend on the processing

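The addition of family probe sets with several genes was chosen after the data were seen, and all other alternatives before. Each group has 3 arrays, and this number, with no detection calls to set signal over background, limits the results; with an array left out a group has 2 and the model pools the spread over groups. The direction of the ribosomal protein results held in every alternative run: the cytoplasmic family rose in roots with 46 to 57 genes upregulated in both lines when single arrays were left out, and all 10 plastid ribosomal protein genes were downregulated in shoots except with a fold threshold of 2 (6 in WT and 4 in OX7.5). A shift of the whole cytoplasmic family in roots, which camera tests in place of membership in a set, had an unadjusted p = 0.0017 in WT and p = 0.00087 in OX7.5 with an estimated correlation. All counts stayed within 1.5 times their main value with median centring and without dim probe sets, and so did those run with the 6 arrays compared, which cannot give the interaction. The alternative that limits the family to genes whose annotation names a ribosomal protein could not be run, because no annotation does so, and nor could those on NBR1, which has no probe set of its own. The replicate numbers do not pair the arrays (36 pairs of arrays with one number in one tissue had a median residual correlation of 0.009, and 5 were over 0.1), and with a replicate block in the fit of one tissue's arrays the interaction counts were 19 in shoots and 0 in roots, against 11 and 0 in the same fit without the block. For the other changes the cause was not tested, beyond fewer or more features being counted with the thresholds and with every probe set.

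With an adjusted p, OX DEGs numbered 268 in shoots and 133 in roots, and the overlaps with -S DEGs in WT were 117 up and 94 down in shoots and 23 up and 49 down in roots. With a fold threshold of 2, -S DEGs numbered 1175 in WT shoots, 606 in OX7.5 shoots, 1032 in WT roots and 946 in OX7.5 roots, and OX DEGs 126 in shoots and 55 in roots. The sets in both lines, WT alone and OX7.5 alone were then 339, 292 and 55 up and 165, 379 and 47 down in shoots, and 379, 207 and 139 up and 283, 163 and 145 down in roots, the overlaps 69 and 31 in shoots and 11 and 20 in roots, and the cytoplasmic ribosomal protein genes 13, 3 and 7. Over every probe set, -S DEGs numbered 5983, 4024, 5403 and 4712 in the same order and OX DEGs 1017 and 1159. The sets were 1668, 1243 and 383 up and 1515, 1557 and 458 down in shoots, and 1822, 1165 and 612 up and 1365, 1051 and 913 down in roots, the overlaps 339 and 345 in shoots and 214 and 398 in roots, and 134 probe sets passed the interaction in shoots. The interaction counts in shoots and roots were 956 and 891 with an unadjusted p and a difference of at least 1.5-fold, 25 and 6 with ordinary least-squares contrasts, and 11 and 0 with the arrays of one tissue. Quantile normalization again gave 11 ribosomal protein genes upregulated in WT roots alone, array weights an upward overlap of 61 in roots, and family probe sets with several genes 32 genes upregulated in OX7.5 roots alone. Of genes called in one line alone, the test of the difference itself called 55 in shoots and 8 in roots.

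Leaving out single arrays gave 560 to 867 OX DEGs in shoots (867 without WT nS replicate 2) and 335 to 1134 in roots (335, 830 and 1134 without WT nS replicates 1, 2 and 3). The overlaps ranged from 161 to 272 up and 184 to 322 down in shoots, both highest without WT nS replicate 2, and from 41 to 292 up and 107 to 352 down in roots (lowest without WT nS replicate 1, 187 and 271 without replicate 2, highest without replicate 3). The interaction count in shoots ranged from 43 to 215 (56, 215 and 43 without WT nS replicates 1, 2 and 3, 47 without OX7.5 nS replicate 2, 54 without WT -S replicate 2, 141 without OX7.5 -S replicate 2). In roots it ranged from 0 to 85: 0, 2 and 85 without WT nS replicates 1, 2 and 3, 4, 0 and 0 without OX7.5 nS replicates 1, 2 and 3, 2 and 0 without WT -S replicates 1 and 2, and 1, 6 and 21 without OX7.5 -S replicates 1, 2 and 3. Ribosomal protein genes upregulated in OX7.5 roots alone ranged from 9 to 28 (9 without OX7.5 -S replicate 2). The counts of -S DEGs and of their sets moved by less than 1.5 times.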

Differences from the paper's values

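All alternatives named here were set before the data were examined, except the one on family probe sets, while the comparison of the paper's values with those from fits without single arrays was added after results were seen. Counts use the thresholds stated in the methods, over 16554 genes with a probe set of their own in the annotation used here, and the paper's text does not name the number of genes tested.

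For -S DEGs, the paper gives 4669 in WT roots and 4602 in OX7.5 roots, against 2854 and 2581 here. Both fall within 1.5 times over every probe set (5403 and 4712), that of WT also without WT roots nS replicate 3 (3263), and under none of the other alternatives.

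For genes upregulated in shoots in WT alone the paper gives 1011 against 655 here, and in OX7.5 alone 459 against 196. Over every probe set these are 1243 and 383, within 1.5 times. The first is also within it when WT nS replicate 1 or 2, OX7.5 nS replicate 1, WT -S replicate 1 or 3, or OX7.5 -S replicate 2 is left out (691 to 780), and other alternatives leave the differences. For genes downregulated in shoots in WT alone the paper gives 1351 against 858 here. The gap is under 1.5 times over every probe set (1557) and without WT nS replicate 1 or 2, WT -S replicate 1 or 3, or OX7.5 -S replicate 2 (903 to 1019), and not under the others. In OX7.5 alone the paper gives 378 against 247 here, within 1.5 times over every probe set (458), with the 6 arrays compared (252) and without any one of 8 arrays (258 to 334: WT nS replicate 1, OX7.5 nS replicates 2 and 3, WT -S replicates 2 and 3, and each OX7.5 -S replicate), and not under the others.

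For genes upregulated in roots the paper gives 959 in WT alone, 667 in OX7.5 alone and 1657 in both lines, against 583, 348 and 1001 here. Over every probe set these are 1165, 612 and 1822, all within 1.5 times, and the first is also within it without WT roots nS replicate 2 (671) or 3 (850). For genes downregulated in roots the paper gives 1007 in OX7.5 alone and 1267 in both lines, against 501 and 731 here, and 913 and 1365 over every probe set. No other alternative brought these counts within 1.5 times.

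For the overlap of OX DEGs with -S DEGs in WT the paper gives 115 genes downregulated in shoots against 196 here. The value is within 1.5 times with an adjusted p (94) and without dim probe sets (161), and not under the other alternatives, every probe set (345) among them. The paper gives 160 genes upregulated in roots against 97 here, within 1.5 times with median centring (109), over every probe set (214) and without WT nS replicate 2 (187), OX7.5 nS replicate 1 (112) or OX7.5 nS replicate 2 (124), and not under the others.

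For cytoplasmic ribosomal protein genes upregulated in OX7.5 roots alone the paper gives 43 against 21 here, of 208 genes in the paper and 149 measured here, which as shares of the family are 20.7% and 14.1%, within 1.5 times of each other. As counts, quantile normalization again gave 29, within 1.5 times, and no other alternative set beforehand did. Adding family probe sets with several genes, chosen after seeing the values, gave 32, and the paper's own list of genes was not used here.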

Other observations

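The tests on regrouped arrays and on shared control arrays were set before their results were seen, whereas the families of the next paragraphs were chosen after the annotation was read, and EXPB2, UGT76B1, BGLU31, ATG8E and SWEET4 are named after their values were seen.

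Single genes of the cell wall and of sugar transport changed under -S. Of 31 expansin and xyloglucan endotransglucosylase genes, which act in loosening and remodelling the wall, 2 rose and 9 fell in WT roots and 3 rose and 8 fell in OX7.5 roots (adjusted p under 0.05 from limma), with EXPB3 at -1.72 and -1.63 (standard error 0.36 in each) and EXPB2 at -1.55 and -1.45 (standard error 0.19 in each). As a list they did not pass camera (adjusted p = 0.053 in WT roots, and adjusted p = 0.095 with an estimated correlation). Of 14 SWEET sugar transporter genes, 2 rose and 3 fell in WT shoots and 2 rose and 2 fell in OX7.5 shoots, and as a list they did not pass camera (adjusted p = 0.80 and 0.78). In shoots SWEET4 rose by 2.98 in WT and 1.41 in OX7.5 (standard error 0.31 in each, interaction adjusted p = 0.13).

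Among 51 UDP-glycosyltransferase genes, whose products attach sugars to small molecules, 17 rose and 4 fell in WT shoots and 10 rose and 4 fell in OX7.5 shoots. UGT76E12 rose by 3.41 and 1.81 (standard error 0.35 in each), UGT87A2 by 2.68 and 2.18 (standard error 0.25 in each) and UGT76B1 by 2.66 and 1.72 (standard error 0.32 in each). In roots UGT73B4 rose by 3.31 in WT and 4.21 in OX7.5 (standard error 0.29 in each, sizes uncertain with an nS signal under the array median). None of the 51 genes passed the interaction in shoots singly (limma, adjusted p under 0.05). BGLU31, of the beta-glucosidases, rose by 2.21 and 2.11 in shoots of WT and OX7.5 (standard error 0.27 in each).

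Of 9 measured ATG8 genes, 3 rose in WT roots and 5 in OX7.5 roots and none fell (adjusted p under 0.05 from limma), against 6 and 5 in shoots. Their median log2 fold change in roots was 0.09 in WT and 0.57 in OX7.5, and ATG8E had log2 fold changes of 1.55 and 1.94 in roots (standard error 0.25 in each). By the thresholds of the methods the lines did not differ: 4 ATG8 genes were upregulated in roots of both lines (APG8A, ATG8B, ATG8E and ATG8H) and none in one line alone. No ATG8 gene was among the 10 that passed the interaction in roots, and the ATG8 group was not tested for a line difference.

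Few genes that the paper places among network hubs had a probe set of their own. AT3G15130, which the paper lists as TCP4 but the gene table used here does not name so, did not pass in any comparison. Its log2 fold change in WT roots was 0.60 (standard error 0.23, adjusted p = 0.067 from limma). TCP15, listed under AT1G69690, fell by 0.53 in WT shoots and 0.60 in WT roots (standard error 0.19, adjusted p = 0.046 and 0.025), with changes of 0.05 and -0.21 in OX7.5 (interaction adjusted p = 0.54 in shoots and 0.68 in roots). NUP43 rose by 0.67 in WT roots, 0.84 in OX7.5 roots and 0.59 in WT shoots (standard error 0.17, adjusted p = 0.013 in shoots), with 0.26 in OX7.5 shoots (adjusted p = 0.38), AP2M rose by 0.56 in WT shoots (standard error 0.13), with 0.37 in OX7.5 shoots (adjusted p = 0.054), and the LRR kinase gene AT5G45780 did not pass in any comparison, with -0.44 in WT shoots (standard error 0.20, adjusted p = 0.13) as its largest change.

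Other added lists did not pass camera for any -S response (adjusted p over 0.05 with either correlation). Of 32 serine carboxypeptidase-like genes 4 rose and 7 fell in WT roots and 1 rose and 8 fell in OX7.5 roots (adjusted p under 0.05 from limma), of 64 AGAMOUS-like genes 4 rose and 1 fell in WT roots and 2 rose and 4 fell in OX7.5 roots, of 75 LCR and SCRL peptide genes 3 and 1 fell in WT and OX7.5 roots, and of 22 beta-glucosidase genes 4 rose and 1 fell in WT shoots.

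Under -S itself OX7.5 and WT differed for 197 genes in shoots and 102 in roots by the thresholds of the methods, 13 and 0 of them with an adjusted p under 0.05 from limma, where 1019 and 633 genes had an unadjusted p under 0.05.

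With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split, 1 of the 10, gave 3096 -S DEGs in WT shoots (highest other 730), 2026 in OX7.5 shoots (394), 2854 in WT roots (442) and 2581 in OX7.5 roots (254), and 531 OX DEGs in shoots (395) and 537 in roots (303).

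The overlap of OX DEGs and -S DEGs was weighed against the shared WT nS arrays. The covariance of the fold changes was 0.071 in shoots and 0.053 in roots, above 0.0187 in each tissue for 50 simulations of unchanged groups (SD of the simulations 0.00053 and 0.00043). The simulations gave each gene the same noise in every group, drawn independently between genes. The WT nS arrays had the largest median gene SD of their tissue, 0.191 in shoots and 0.205 in roots. The simulated covariance may therefore be too low, and the part due to the shared arrays cannot be set from it. A hypothesis is that WT nS plants of these arrays, or NBR1 overexpression, account for what shared noise does not, and these may not be told apart, since the 3 control arrays cannot be divided with at least 2 in each part.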
